# Ontogeny of Hepatic Energy Metabolism Genes in Mice as Revealed by RNA-Sequencing

**DOI:** 10.1371/journal.pone.0104560

**Published:** 2014-08-07

**Authors:** Helen J. Renaud, Yue Julia Cui, Hong Lu, Xiao-bo Zhong, Curtis D. Klaassen

## Abstract

The liver plays a central role in metabolic homeostasis by coordinating synthesis, storage, breakdown, and redistribution of nutrients. Hepatic energy metabolism is dynamically regulated throughout different life stages due to different demands for energy during growth and development. However, changes in gene expression patterns throughout ontogeny for factors important in hepatic energy metabolism are not well understood. We performed detailed transcript analysis of energy metabolism genes during various stages of liver development in mice. Livers from male C57BL/6J mice were collected at twelve ages, including perinatal and postnatal time points (n = 3/age). The mRNA was quantified by RNA-Sequencing, with transcript abundance estimated by Cufflinks. One thousand sixty energy metabolism genes were examined; 794 were above detection, of which 627 were significantly changed during at least one developmental age compared to adult liver. Two-way hierarchical clustering revealed three major clusters dependent on age: GD17.5–Day 5 (perinatal-enriched), Day 10–Day 20 (pre-weaning-enriched), and Day 25–Day 60 (adolescence/adulthood-enriched). Clustering analysis of cumulative mRNA expression values for individual pathways of energy metabolism revealed three patterns of enrichment: glycolysis, ketogenesis, and glycogenesis were all perinatally-enriched; glycogenolysis was the only pathway enriched during pre-weaning ages; whereas lipid droplet metabolism, cholesterol and bile acid metabolism, gluconeogenesis, and lipid metabolism were all enriched in adolescence/adulthood. This study reveals novel findings such as the divergent expression of the fatty acid β-oxidation enzymes Acyl-CoA oxidase 1 and Carnitine palmitoyltransferase 1a, indicating a switch from mitochondrial to peroxisomal β-oxidation after weaning; as well as the dynamic ontogeny of genes implicated in obesity such as Stearoyl-CoA desaturase 1 and Elongation of very long chain fatty acids-like 3. These data shed new light on the ontogeny of homeostatic regulation of hepatic energy metabolism, which could ultimately provide new therapeutic targets for metabolic diseases.

## Introduction

The liver plays a central role in sustaining metabolic homeostasis by maintaining a constant supply of energy fuels to bodily tissues. It is the critical relay point for the reception of energy substrates arising from food digestion or degradation of endogenous sources, their metabolic conversion or storage, and the final redistribution to bodily tissues. In this regard, the liver uses carbohydrates, free fatty acids, and amino acids to generate and export two principal energy substrates, glucose and ketone bodies, that can be used for energy generation by other tissues. Additionally, the liver produces very-low density lipoprotein (VLDL) particles to transport triglycerides to adipose tissue for storage. Consequently, as the predominant inter-conversion point for energy substrates in mammals, the liver plays an essential role in the adaptive metabolic response during daily fasting-feeding cycles as well as long-term changes in nutrition [1], [2], [3].

During fasting or following exercise, hormones cue the liver to maintain blood glucose levels through two processes: gluconeogenesis (generation of glucose from non-carbohydrate carbon substrates such as glycerol, lactate, and amino acids); and glycogenolysis (degradation of glycogen). During prolonged fasting or starvation, the liver breaks down fatty acids through a process known as ketogenesis to produce ketone bodies that can be used by most extrahepatic tissues as an energy substrate. These processes are inhibited following ingestion of a meal, concomitant with stimulation of hepatic glycogen synthesis (glycogenesis), primarily in response to high circulating insulin levels [reviewed in [4]]. In addition, insulin stimulates hepatic lipase, which facilitates the uptake of free fatty acids (FFA) derived from gut chylomicron remnants into the liver. FFAs are subsequently esterified into triglycerides, and then packaged into VLDL particles that are exported and stored in other tissues as an additional energy substrate.

During growth and development there are fluctuating demands for energy substrates as well as dramatic changes in nutrition, as offspring transition from fetus to postnatal life, and from pre- to post-weaning. *In utero*, the main energy substrate transferred across the placenta is glucose [5]. However, after birth there is a sudden change in energy substrate availability due to the consumption of high-fat, low-carbohydrate milk. Thus, a metabolic adaptation at birth is necessary to maintain blood glucose levels. In rodents, this adaptation is accomplished by activation of gluconeogenic, lipid oxidative, and ketogenic pathways [6]. The suckling-weaning transition is also accompanied by a profound change in nutrition. As weaning approaches, milk intake is gradually replaced by intake of higher-carbohydrate, lower-fat, solid foods [6]. To ensure survival, neonates must successfully adapt to these changes in nutrition throughout development, which requires significant changes in energy substrate metabolism. Thus, hepatic energy metabolism is dynamically regulated throughout different life stages. However, mechanisms governing this regulation are not completely understood.

The purpose of this study is to provide a comprehensive quantification of the mRNA abundance of energy metabolism genes during liver development. To accomplish this, we used RNA-Sequencing, which has the distinct advantage of enabling us to determine the true quantification of transcripts, and is not delimited by the requirement for primers or probes as is the case with other mRNA detection tools such as Northern blotting, PCR, or DNA microarray. Using mouse ontogenic development as a tool, we hope to gain a better understanding of the developmental regulation of energy metabolism genes, which may lead to novel therapeutic targets for pathologies associated with aberrant metabolic gene regulation.

## Methods and Materials

### Ethics Statement

The animal housing facility at the University of Kansas Medical Center is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care. All procedures were approved by the University of Kansas Medical Center's Institutional Animal Care and Use Committee.

### Animals

Eight-week-old C57BL/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME). Mice were housed in a temperature-, light-, and humidity-controlled environment. All animals were given *ad libitum* access to water and standard rodent chow (Harlan Teklad 8604; Halan Teklad, Madison, WI). Mice were bred overnight and separated the next morning. Pups that were used for ages after weaning were weaned at 21 days of age. All mice were euthanized by a pentobarbital overdose. Livers from offspring were collected at the following 12 ages: gestational day 17.5 (GD17.5), day 0 (immediately after birth and before the start of suckling), day 1 (exactly 24 h after birth), as well as days 3, 5, 10, 15, 20, 25, 30, 45, and 60 (collected at 9:00 a.m.). Due to potential variations caused by the estrous cycle in maturing adult female mice, only male livers were used for this study (*n* = 3 per age, randomly selected from multiple litters). Isolated livers were frozen immediately in liquid nitrogen and stored at −80°C.

### RNA isolation

Total RNA was isolated from liver tissue using RNA-Bee RNA Isolation Reagent (Tel-Test Inc., Friendswood, TX) according to the manufacturer's protocol. RNA concentrations were quantified using a NanoDrop Spectrophotometer (NanoDrop Technologies, Wilmington, DE) at a wavelength of 260 nm. RNA Integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA) at the University of Kansas Medical Center Genome Sequencing Facility. Samples with RNA integrity values above 7.0 were used for the following experiments.

### Complementary DNA library preparation

The cDNA libraries were prepared from total RNA by an Illumina TruSeq RNA sample prep kit (Illumina, San Diego, CA). According to the recommendations of the manufacturer, 3 µg of RNA were used as the RNA input. Poly-T primers were used to select the poly-A containing mRNAs from RNAs. According to the manufacturer's protocol, the RNA fragmentation, first and second strand cDNA syntheses, end repair, adaptor ligation, and PCR amplification were performed (Illumina, San Diego, CA). Excluding adapters, the average cDNA library size was approximately 160 bp. The cDNA libraries were evaluated for RNA integrity and quantity using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA).

### RNA-sequencing

Using a TruSeq 200 cycle SBS kit (Illumina), the cDNA libraries were clustered onto a TruSeq paired-end flow cell and sequenced for 100 bp paired-end reads (2×100) using an Illumina HiSeq2000 sequencer (University of Kansas Medical Center Genome Sequencing Facility). To ensure the data generated for each run were accurately calibrated during the image and data analysis, a phi X 174 (PhiX) bacteriophage genome as well as a universal human reference RNA sample were sequenced in parallel with other samples. In addition, the PhiX was spiked into each cDNA sample at approximately 1% as an internal quality control.

### RNA-Sequencing data analysis

Illumina's Real Time Analysis software was used for the pixel-level raw data collection, image analysis, and base calling. This software generated the base call files (*.BCL), which were converted to qseq files by the Illumina's BCL Converter. The qseq files were subsequently converted to FASTQ files for further downstream analysis. Using the mouse reference genome (NCBI37/mm9), the RNA-Seq reads from the FASTQ files were mapped to the mouse genome and splice junctions were identified by TopHat. The output files, which were in BAM (binary alignment/map) format, were analyzed by Cufflinks to estimate the transcript abundances. Cufflinks generated transcript structure predictions, which were then compared to the reference annotation Ensembl GTF version 65 by Cuffcompare. The mRNA abundances were expressed in FPKM (fragments per kilobase of exon per million reads mapped). RNA-Sequencing data was uploaded to the Gene Expression Omnibus database, accession number GSE58827.

### Western blot analysis

Protein expression of Scd1 was examined utilizing Western blotting. Liver tissue (approximately 50 mg) was homogenized in 1 ml T-PER Tissue Protein Extraction Reagent (Thermo Scientific, Rockford, IL)+10 µl Protease Inhibitor Cocktail (Sigma, St. Louis, MO). Protein concentration was quantified spectrophotometrically using the BCA assay (Biorad, Hercules, CA). Protein (20 µg) was loaded into 12% acrylamide-containing SDS-PAGE gels, and transferred to PVDF membranes. Membranes were then probed with antibodies specific for Scd1 (1∶1000 dilution; 2438S; Cell Signaling Technology, Inc., Danvers, MA) or α-tubulin (1∶5000 dilution; CP06; EMD-Millipore Corp, Billerica, MA). Following a one-hour incubation with species appropriate horse radish peroxidase-conjugated antibodies, membranes were immersed in Luminata Classico enhanced chemiluminescence reagent (EMD-Millipore Corp) followed by detection using GeneMate basic blue autoradiography film (Bioexpress, Kaysville, UT).

### Data visualization and statistics

A list of energy metabolism genes was compiled using the Gene Ontology (GO) database and the KEGG database, resulting in 1060 genes. The data for these energy metabolism genes were retrieved from the Cufflinks output for further analysis. Expression above background during at least one age of liver development was determined using the drop-in-deviance *F* test of the fitted FPKM data to a generalized linear model with a poison link function, a statistic designed to measure the significance of a gene's measured FPKM relative to a zero FPKM value. The *p* values were adjusted for extra Poisson variation and corrected for false discovery by the Benjamini-Hochberg method (Benjamini-Hochberg–adjusted false discovery rate [FDR-BH]) with a threshold of 0.05. To determine statistically significant changes in gene expression between ages, a one-way ANOVA was conducted followed by a Dunnett t (2-sided) post-hoc test using Day 60 as the control category. The ANOVA was carried out using SPSS v.20 software. The FPKM values were log2 transformed to achieve normal distribution prior to the ANOVA. Statistically significant differences were determined if p<0.05. One-way hierarchical clustering dendrograms were generated using the heatmap.2 function of the gplots package in R Bioconductor.

## Results

### Expression of genes involved in energy metabolism at different life stages

An average of 175 million reads were generated per sample by RNA-Seq and more than 80% of these reads were mapped to the mouse genome using TopHat. 

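Livers of 36 male mice were measured by RNA-Seq, 3 mice at each of 12 ages: GD17.5 (gestational day 17.5), Day 0 (immediately after birth, before suckling), Days 1, 3, 5, 10, 15 and 20 (suckling, with weaning at 21 days of age) and Days 25, 30, 45 and 60 (after weaning). The sample labels give the prenatal age as day -2 from birth. The authors mapped the paired reads to NCBI37/mm9 with TopHat, estimated abundance with Cufflinks and compared the transcripts with the Ensembl annotation, version 65. What the authors deposited is 1 FPKM value for each gene symbol in each mouse, without read counts, and the paper's text names no scaling between libraries. The number of fragments behind each library is therefore not given by the values, although low values move in steps that put the relative depth of the 36 libraries between 0.887 and 1.15. Summed FPKM ranged from 353712 to 450597 per mouse, with a median of 398421. The lowest and highest median sums of an age were 373235 at Day 25 and 444934 at GD17.5. The mean 75th percentile of the tested genes was between 11.8 and 14.5 FPKM at GD17.5 to Day 5 and between 8.30 and 10.6 FPKM at Days 10 to 60. The 10 most expressed genes of a mouse held on average 44.7% of the summed FPKM at GD17.5 and 26.9% at Day 60. Between replicates of one age, Pearson's r of log2(FPKM + 1) across genes was at least 0.971, with a median of 0.988 over 36 pairs; genes are not independent replicates. Values are given as mean ± SD of 3 mice. Differences were tested with limma on log2(FPKM + 1), with 1 mean per age fitted over all 36 mice, for the 11149 genes with a mean of at least 1 FPKM in at least one age, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of lowly expressed genes. Gene identifiers and positions are those of the GENCODE M1 annotation of NCBI37/mm9, matched by gene symbol.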

The mRNA expressions of 1060 genes that encode factors with known roles in energy metabolism were determined in livers of mice at twelve different ages. The selected list of 1060 genes was compiled from GO:0006629 (lipid metabolic process), GO:0006633 (fatty acid biosynthetic process), GO:0019395 (Fatty Acid Oxidation), GO:0009062 (Fatty Acid Catabolic Process), GO:0008203 (cholesterol metabolic process), GO:0008206 (bile acid metabolic process), KEGG synthesis and degradation of ketone bodies, lipid droplet and VLDL metabolism (compiled from the literature), GO:0006094 (gluconeogenesis), GO:0006096 (glycolysis), GO:0005980 (glycogen catabolic process), and GO:0005978 (glycogen biosynthetic process). Of these 1060 genes, 794 were significantly expressed during at least one age in liver (Benjamini-Hochberg-adjusted drop-in-deviance F test [FDR-BH], 0.05 in at least one of the twelve ages). Of these 794 genes, the expressions of 627 were significantly different in at least one age compared to Day 60 (adult).

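In the deposited values, 243 genes are named in the heatmaps of Figures 4A, 5A, 6A and 7A or in the text, and 241 of them passed the expression filter (Lpin3 and Ppargc1a did not). Of these 241 genes, 240 differed from Day 60 in at least one of the 11 other ages at a limma adjusted p under 0.05, when p-values were adjusted over all tested genes and all 11 comparisons together. The gene that did not was Pfkfb2. Adjusted over the listed genes alone, the count was also 240; since the figures show genes the authors had already called in these mice, this count does not test the calls anew. The full list of 1060 genes was not used here. Among all 11149 genes tested, 10115 differed from Day 60 in at least one age. Scaling each library to a common upper quartile moved the count in the lists most among the scalings, to 235 genes. In comparisons of the suckling ages (mean of Days 1 to 20) with the ages after weaning (mean of Days 25 to 60), the median log2 fold change of all tested genes was itself 0.39, and 0.13 with libraries scaled to a common upper quartile.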

Two-way hierarchical clustering of the 627 genes whose expression significantly changed in at least one age compared to Day 60, showed that certain ages clustered together, namely GD17.5, Day 0, 1, 3 and 5 (perinatal-enriched); Day 10, 15, and 20 (pre-weaning-enriched); and Day 25, 30, 45, and 60 (adolescence/adulthood-enriched) (**Figure 1A**). 

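The 12 age means of the listed genes were clustered (log2(FPKM + 1), each gene scaled to mean 0 and SD 1, Euclidean distance, complete linkage), and the tree was divided in 3. GD17.5 and Day 0 formed 1 branch, Days 1, 3, 5 and 10 another, and Days 15, 20, 25, 30, 45 and 60 the last. With each branch matched to a different one of the paper's 3 age groups, in the way that places the most ages, 7 of the 12 ages fell in their group. With each of the 36 mice left out in turn, the number stayed at 7. The linkage moved it most: Ward linkage gave GD17.5 and Day 0, then Days 1 to 20, then Days 25 to 60, with 9 ages placed, and average linkage set GD17.5 and Day 0 each on its own, with 5 ages placed.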

The significant gene changes were in the following categories of energy metabolism: fatty acid metabolism (271 genes), cholesterol and bile acid metabolism (122 genes), carbohydrate metabolism (145 genes), lipid droplet and VLDL metabolism (79 genes), and ketone body metabolism (10 genes) (**Figure 1B**).

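Fewer genes differed from Day 60 at Day 25 than at Day 20 in each list. Of the 128 tested lipid metabolism genes of Fig. 4A, 104 differed at GD17.5, 85 at Day 1, 47 at Day 20, 13 at Day 25 and 1 at Day 45 (limma adjusted p under 0.05). Among the 44 cholesterol and bile acid metabolism genes of Fig. 6A, 34 differed at GD17.5, 22 at Day 20 and 5 at Day 25. For the 60 glucose and glycogen metabolism genes of Fig. 7A, the numbers were 47 at GD17.5, 12 at Day 20 and 2 at Day 25. All 7 ketone body metabolism genes of Fig. 5A differed at Days 1, 3, 5 and 10, and 1 did at Day 25. The p-values of these counts are adjusted over all tested genes within each comparison.

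**Figure D1:**
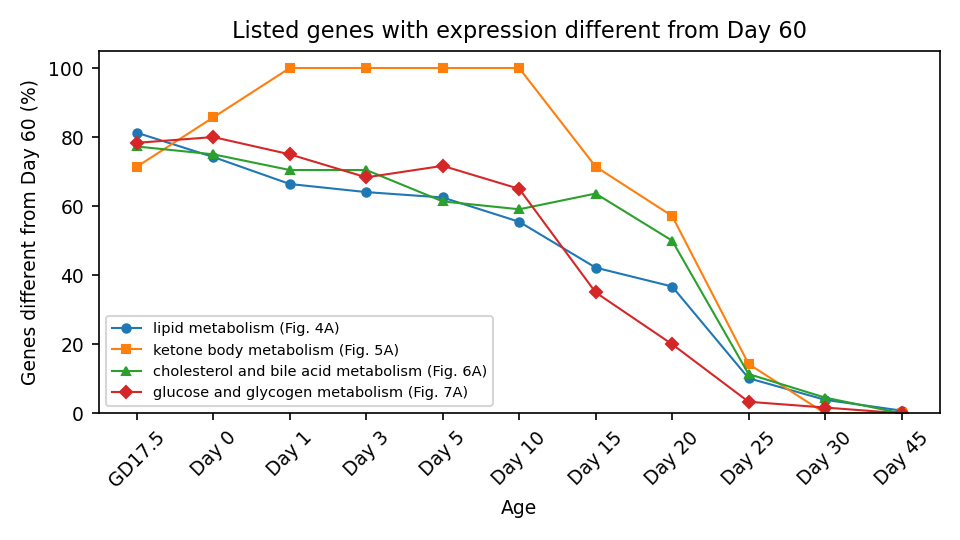
Percentage of the tested genes of each heatmap list (y axis) whose expression differed from Day 60 at each earlier age (x axis), at an adjusted p under 0.05. Each point is 1 list at 1 age; the share drops between Day 20 and Day 25, for Fig. 4A from 47 to 13 of 128 genes.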

**Figure 1:**
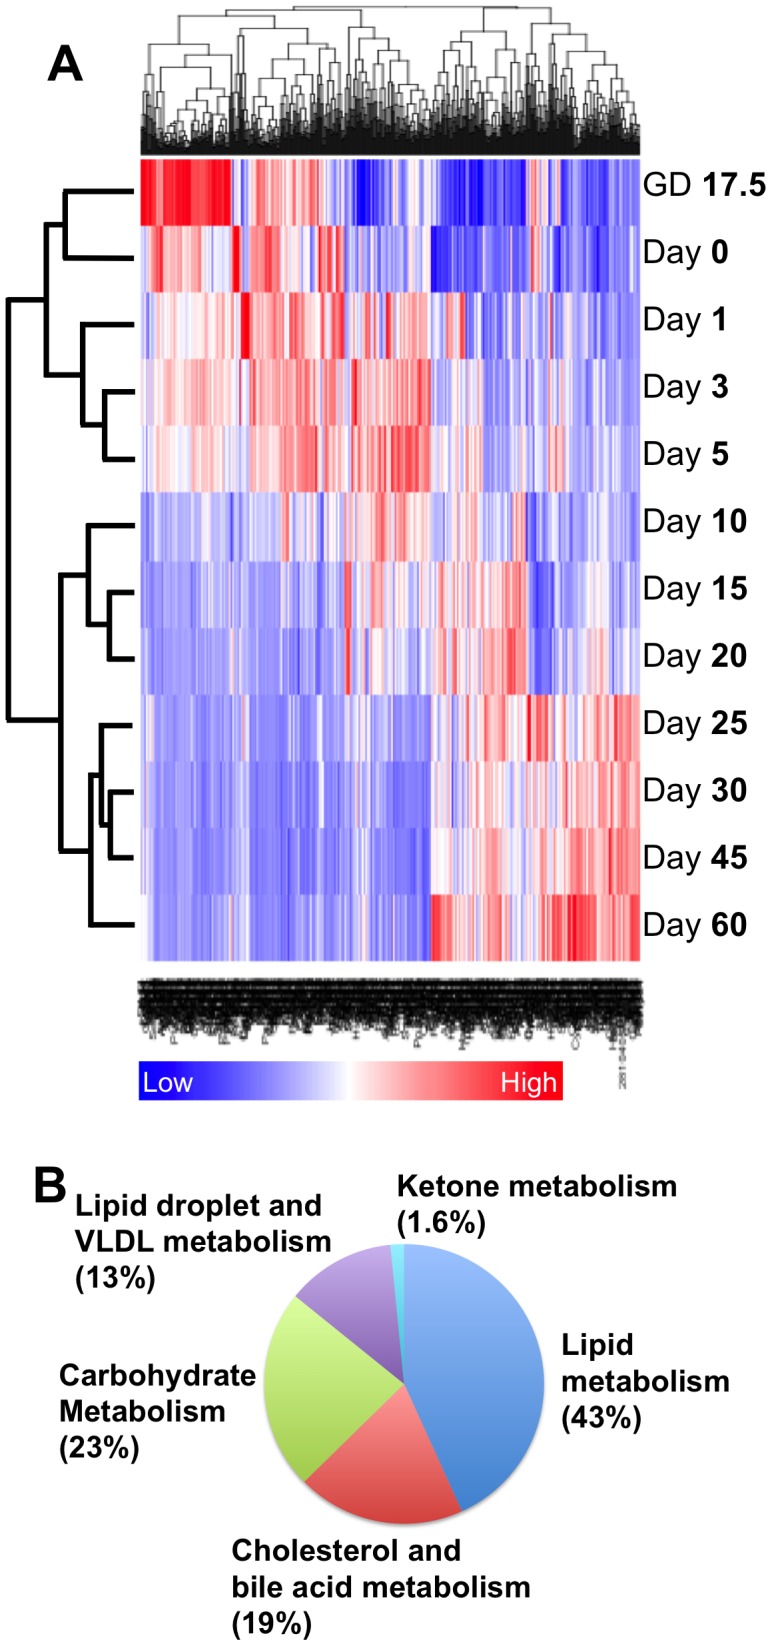
Ontogeny of energy metabolism gene expressions. A) Two-way hierarchical clustering of the 627 energy metabolism genes whose expression significantly changed in at least one age compared to Day 60. Genes clustered by age into 3 groups: perinatally-enriched (GD 17.5–Day 5), prepuberty-enriched (Day 10–20), and adolescent/adulthood enriched (Day 25–60). GD = gestational day. B) Pie chart of the percentages of the 627 energy metabolism mRNAs whose expression significantly changed in at least one age compared to Day 60 in each category of energy metabolism. VLDL = very low density lipoprotein receptor.

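Summed FPKM was computed per mouse for 8 pathways, from the genes that the figures and supplementary tables place in each. The age means of log2 summed FPKM were then compared between the ages of one age group and the other ages. A two-sided exact permutation test over the 12 age means was used (792 splits for 5 ages, 220 for 3 and 495 for 4), adjusted over the 8 pathways. Each group is a run of neighbouring ages, so a smooth trend with age alone makes such a split extreme. The groups also come from the paper's clustering of these same mice. The p-values therefore rank a grouping among the splits and do not test it anew. Glycolysis (20 genes) was higher at GD17.5 to Day 5 than later by 0.43 on the log2 scale (exact p = 0.00631, adjusted p = 0.0253), with its highest sum at Day 5 (2801 ± 197 FPKM) and its lowest at Day 30 (1476 ± 143 FPKM). Glycogenesis (5 genes) was higher at GD17.5 to Day 5 by 0.38 (exact p = 0.0152, adjusted p = 0.0404). For ketogenesis (7 genes) the same difference was 0.10 (exact p = 0.818), since its sum rose from 199 ± 15.1 FPKM at GD17.5 to 970 ± 93.7 FPKM at Day 1 and was still 857 ± 145 FPKM at Day 10. Glycogenolysis (7 genes) at Days 10 to 20 exceeded the other ages by 0.23 (exact p = 0.195, adjusted p = 0.313). At Days 25 to 60, the sums for cholesterol and bile acid metabolism (44 genes) were higher by 0.92 (exact p = 0.00202, adjusted p = 0.0162), those for lipid metabolism (64 genes) by 0.59 (exact p = 0.0727, adjusted p = 0.145) and those for lipid droplet and VLDL metabolism (34 genes) by 0.56 (exact p = 0.242, adjusted p = 0.323). The gluconeogenesis sum (10 genes) was lower at Days 25 to 60, with a difference of -0.36 (exact p = 0.384, adjusted p = 0.439), and was highest at Day 5 (2077 ± 362 FPKM). With libraries scaled to a common upper quartile, the glycolysis difference was -0.15 (adjusted permutation p = 0.384; 0.00505 to 0.384 over the alternatives tried), and the differences for ketogenesis, glycogenesis and gluconeogenesis also changed sign.

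**Figure D2:**
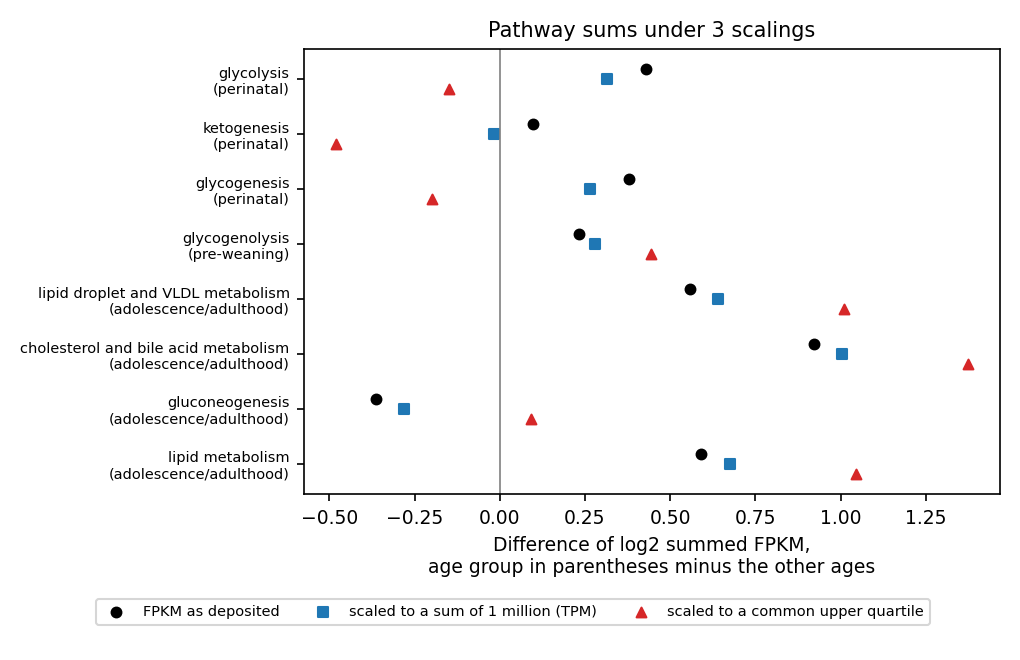
Difference in log2 summed FPKM (x axis) between the age group in parentheses and the other ages for each of 8 pathways (y axis), under 3 scalings of the libraries. Points right of 0 are higher in the named age group; glycolysis lies at 0.43 as deposited, 0.32 as TPM and -0.15 with a common upper quartile.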

Clustering analysis of cumulative mRNA expression values for individual pathways of energy metabolism revealed 3 patterns of enrichment (**Figure 2**): glycolysis, ketogenesis, and glycogenesis were all enriched in the early postnatal period; glycogenolysis was the only pathway enriched around the weaning age; and lipid droplet and VLDL metabolism, gluconeogenesis, and lipid metabolism (including lipid synthesis and oxidation pathways) were all enriched in adolescence/adulthood. These results demonstrate that liver energy metabolism pathways dynamically change throughout development.

**Figure 2:**
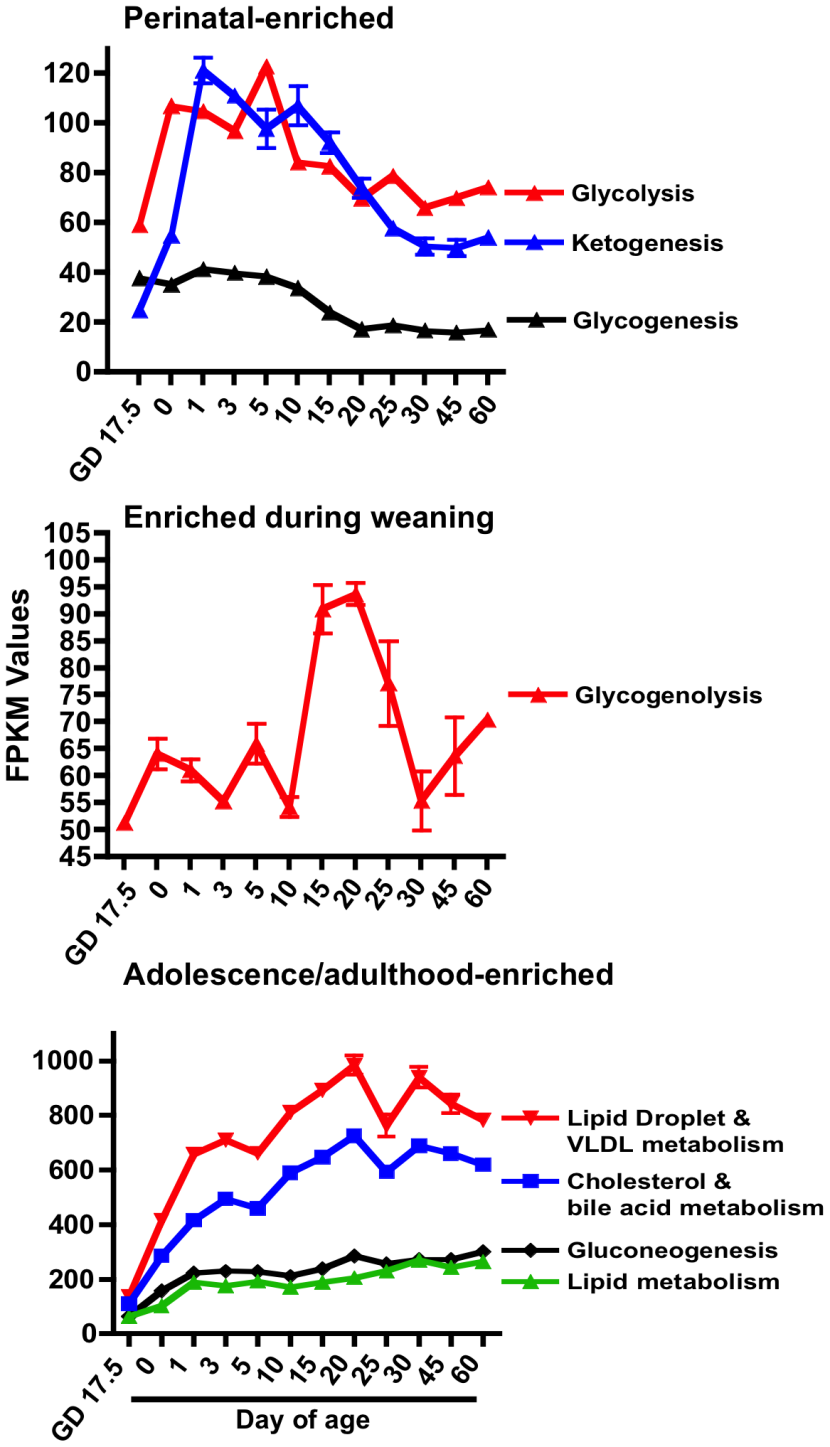
Ontogeny of the cumulative FPKM (fragments per kilobase of exon per million reads mapped) values for pathways of energy metabolism. Based on clustering analysis, energy metabolism pathways were clustered into adolescence/adulthood enriched pathways (top panel), prepuberty-enriched pathways (middle panel), and perinatally enriched pathways (bottom panel).

### Ontogeny of transcription factors that regulate energy metabolism

A list of 22 transcription factors involved in energy metabolism was compiled from the literature. Nineteen of these genes were significantly expressed in at least one age. 

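Of the transcription factors and regulators, 15 are named in the text (Nr1h2, Srebf2, Prkab1, Prkaa1, Sirt1, Hnf4a, Srebf1, Ppara, Sirt3, Nr1h3, Insig2, Insig1, Nr1h4, Mlxipl and Prkaa2). All 15 passed the expression filter and differed from Day 60 in at least one age (limma adjusted p under 0.05), 14 of them at GD17.5, 9 at Day 0 and 5 at Day 20. Scaled to a common upper quartile, 13 of the 15 differed in at least one age.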

Of these 19 genes, the mRNA expressions of 14 genes were significantly different in at least one age compared to Day 60. Clustering analysis (not shown) grouped the transcription factors into three age-dependent clusters. Perinatal-enriched genes included LXRβ (Nr1h2), Srebp2 (Srebf2), Prkab1 (an Ampk noncatalytic subunit), Prkaa1 (an Ampk catalytic subunit), and Sirt1. 

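Averaged over GD17.5 to Day 5 and compared with the 7 later ages, all of these genes were higher, while the median of all tested genes was itself higher by 0.46 on the log2 scale. Prkab1 (ENSMUSG00000029513.7, chromosome 5, 116463595 to 116474517, minus strand) fell from 36 ± 2.26 FPKM at GD17.5 to 5.58 ± 1.05 FPKM at Day 60, with a log2 fold change between the age groups of 1.45 (standard error 0.06, limma adjusted p = 4.13e-20). Srebf2 (ENSMUSG00000022463.6, chromosome 15, 81977696 to 82035806, plus strand) was 28.6 ± 2.65 FPKM at GD17.5 and 8.11 ± 1.26 FPKM at Day 15, its lowest age, with a log2 fold change of 0.86 (standard error 0.11, limma adjusted p = 2.39e-08). For Prkaa1 (ENSMUSG00000050697.8, chromosome 15, 5093861 to 5131899, plus strand), expression was 4.23 ± 1.46 FPKM at GD17.5 and between 0.704 and 2.2 FPKM at the ages after birth, and the log2 fold change was 0.76 (standard error 0.09, limma adjusted p = 1.21e-08). Nr1h2 (ENSMUSG00000060601.6, chromosome 7, 51804986 to 51809321, minus strand) changed by 0.63 (standard error 0.07, limma adjusted p = 1.32e-09), from 24.2 ± 2.85 FPKM at GD17.5 to 10.5 ± 1.14 FPKM at Day 15. Sirt1 (ENSMUSG00000020063.9, chromosome 10, 62781753 to 62844452, minus strand) was below 1 FPKM at every age but GD17.5, when it was 2.23 ± 1.02 FPKM, and its log2 fold change was 0.41 (standard error 0.09, limma adjusted p = 0.000113). With libraries scaled to a common upper quartile, the log2 fold changes of Nr1h2 (0.09) and Sirt1 (0.17) no longer passed an adjusted p of 0.05.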

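Compared with the other 9 ages, expression at Days 10 to 20 was higher for 3 of 4 regulators, with a median log2 fold change of -0.13 over all tested genes. Srebf1 (ENSMUSG00000020538.8, chromosome 11, 60012591 to 60036083, minus strand) rose from 6.57 ± 1.47 FPKM at Day 1 to 54.1 ± 7.23 FPKM at Day 15, and its log2 fold change was 1.17 (standard error 0.13, limma adjusted p = 8.56e-09). Ppara (ENSMUSG00000022383.7, chromosome 15, 85565413 to 85633249, plus strand) was highest at Day 10 (25.8 ± 7.38 FPKM) and lowest at GD17.5 (4.33 ± 1.37 FPKM), with a log2 fold change of 0.81 (standard error 0.17, limma adjusted p = 0.000205). Sirt3 (ENSMUSG00000025486.10, chromosome 7, 148049569 to 148068208, minus strand) stayed between 34.1 and 38 FPKM from Day 1 to Day 20 and was 25.4 ± 4.1 FPKM at Day 60, a log2 fold change of 0.60 (standard error 0.08, limma adjusted p = 1.4e-07). For Hnf4a (ENSMUSG00000017950.9, chromosome 2, 163332544 to 163398646, plus strand), the log2 fold change of 0.25 (standard error 0.13, limma adjusted p = 0.106) did not pass an adjusted p of 0.05: expression was 94.1 ± 20.8 FPKM at Day 20 and 93.7 ± 6.46 FPKM at Day 60. With libraries scaled to a common upper quartile it was 0.46, at a limma adjusted p of 0.000761 (0.000761 to 0.244 over the alternatives tried).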

Pre-weaning-enriched genes included Hnf4α, Srebp-1c (Srebf1), Ppara, and Sirt3. Whereas, LXRα (Nr1h3), Insig2, Insig1, Fxr (Nr1h4), ChREBP (Mlxipl), and Prkaa2 (an Ampk catalytic subunit) were all enriched in adolescence/adulthood (**Figure 3**).

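At Days 25 to 60, when the median of all tested genes was lower than at the earlier ages by 0.41 on the log2 scale, these 6 genes were all higher. Insig2 (ENSMUSG00000003721.8, chromosome 1, 123200930 to 123229166, minus strand) increased from 2.35 ± 0.282 FPKM at GD17.5 to 57.6 ± 4.53 FPKM at Day 25, with a log2 fold change between the age groups of 2.13 (standard error 0.13, limma adjusted p = 2.08e-15). Its values also followed skeletal muscle genes between mice of one age, but no value is available without Day 0 replicate 1, where these genes were highest. Insig1 (ENSMUSG00000045294.9, chromosome 5, 28397952 to 28405201, plus strand) was 2.6 ± 0.653 FPKM at Day 15 and 33.7 ± 1.71 FPKM at Day 60 (log2 fold change 1.83, limma adjusted p = 2.59e-10). Mlxipl (ENSMUSG00000005373.6, chromosome 5, 135582761 to 135614254, plus strand) went from 2.07 ± 0.37 FPKM at Day 0 to 14.2 ± 5.77 FPKM at Day 45 (log2 fold change 1.01, limma adjusted p = 9.61e-08). The change of Prkaa2 (ENSMUSG00000028518.8, chromosome 4, 104702479 to 104782495, minus strand) was from 0.0814 ± 0.042 FPKM at GD17.5 to 2.48 ± 1.06 FPKM at Day 60 (log2 fold change 0.82, limma adjusted p = 3.73e-07). Nr1h3 (ENSMUSG00000002108.4, chromosome 2, 91024218 to 91042991, minus strand) had log2 fold change 0.80 (limma adjusted p = 1.59e-08) and reached its highest mean, 68.8 ± 9.85 FPKM, at Day 25. Nr1h4 (ENSMUSG00000047638.9, chromosome 10, 88916979 to 88996330, minus strand) rose mainly before weaning, from 2.1 ± 0.484 FPKM at GD17.5 to 15.1 ± 0.904 FPKM at Day 20, and its log2 fold change was 0.61 (limma adjusted p = 2.53e-08).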

**Figure 3:**
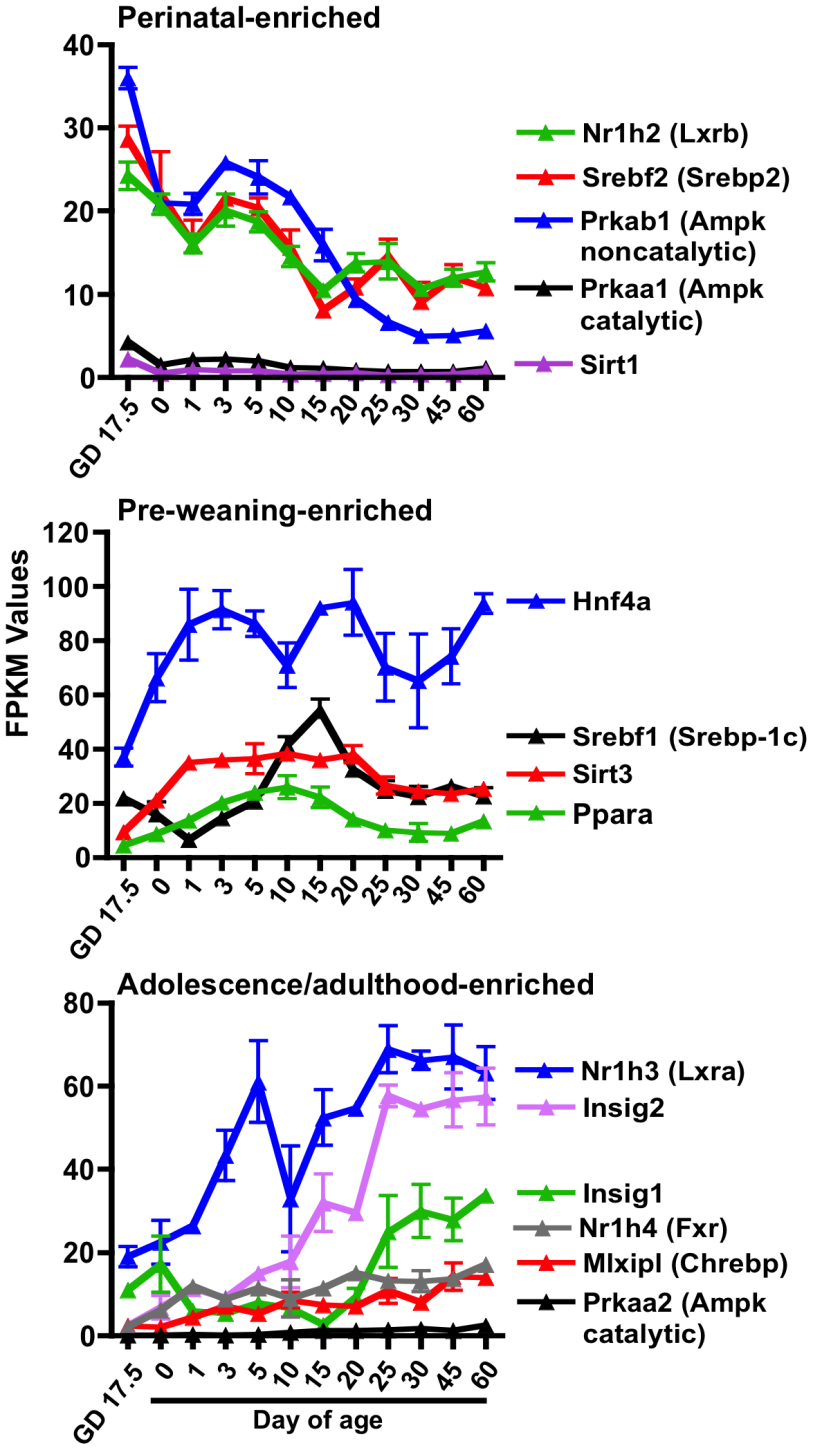
Ontogeny of the mRNA expression of known transcription factors that regulate intermediary metabolism. Based on clustering analysis, these transcription factors clustered into either adolescence/adulthood enriched (top panel), prepuberty-enriched (middle panel), and perinatally enriched (bottom panel).

### Expression of genes involved in lipid metabolism at different life stages

To evaluate the expression of genes involved in lipid metabolism, a list of genes was compiled using the Gene Ontology gene set GO:0006633 (Fatty Acid Biosynthetic process), GO:0019395 (Fatty Acid Oxidation), GO:0009062 (Fatty Acid Catabolic Process), and genes involved in lipid droplet and VLDL formation (compiled from the literature). The resulting list contained 256 genes. 

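The heatmap of Fig. 4A names 129 of these lipid metabolism genes, of which 128 were tested here and all 128 differed from Day 60 in at least one age (limma adjusted p under 0.05). In the suckling ages, 57 of the 128 were higher and 43 lower than after weaning. Scaling each library to a common upper quartile changed this division to 36 higher and 66 lower. The highest age mean fell at Days 1 to 20 for 69 genes, at Days 25 to 60 for 41 and at GD17.5 or Day 0 for 18. Between Day 20 and Day 25, 22 genes rose and 10 fell.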

Of these 256 genes, 182 were significantly changed in at least one age compared to Day 60. This list was then filtered to eliminate genes exclusively involved in prostaglandin synthesis, leukotriene synthesis, sphingolipid metabolism, glycerolipid metabolism, oxidative phosphorylation, peroxisomal biogenesis, glyoxylate metabolism, antigen presentation, ethanol metabolism, and genes with unknown function; resulting in 129 genes. A one-way hierarchical cluster map of these 129 genes is displayed in **Figure 4A**. The FPKM values for genes specifically involved in de novo fatty acid synthesis, apolipoproteins, elongation of fatty acids, fatty acid uptake, fatty acid desaturation, fatty acid oxidation, fatty acid trafficking, and the perilipin (Plin) family genes at different ages are displayed in **Figure 4B**. 

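Fasn (ENSMUSG00000025153.8, chromosome 11, 120667254 to 120685492, minus strand) was 21.2 ± 3.45 FPKM at GD17.5 and 30.9 ± 21.5 FPKM at Day 0, where the 3 mice differed widely. At Day 1 it was 6.81 ± 2.84 FPKM, and at Day 15 it was lowest, at 5.76 ± 1.17 FPKM. After weaning it reached 53.3 ± 18.6 FPKM at Day 25. Its mean over the suckling ages differed from that over GD17.5 and Day 0 by a log2 fold change of -1.40 (standard error 0.26, limma adjusted p = 2.2e-05) and from that over the ages after weaning by -2.02 (standard error 0.20, limma adjusted p = 3.98e-10). Under the alternatives tried, both differences kept their direction and an adjusted p under 0.05.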

Most notably, fatty acid synthase (Fasn) expression dramatically declined during the suckling stage of development (Day 1- weaning). Apolipoprotein A1 (Apoa1) expression was highest during the suckling period. 

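Apoa1 (ENSMUSG00000032083.8, chromosome 9, 46036663 to 46038549, plus strand) increased from 3043 ± 445 FPKM at GD17.5 to 11470 ± 1430 FPKM at Day 0 and 20800 ± 1820 FPKM at Day 10, its highest age. It then declined to 6300 ± 1240 FPKM at Day 60. The log2 fold change of the suckling ages was 1.52 (standard error 0.13, limma adjusted p = 2.96e-11) against GD17.5 and Day 0 and 1.04 (standard error 0.10, limma adjusted p = 3.84e-10) against the ages after weaning.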

The expressions of the elongase Elovl3, and stearoyl-CoA desaturase-1 (Scd1) were both robustly increased immediately after weaning. 

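Scd1 (ENSMUSG00000037071.2, chromosome 19, 44468941 to 44482199, minus strand) was 22.9 ± 3.96 FPKM at Day 0, 1.52 ± 0.287 FPKM at Day 10, its lowest age, 10.7 ± 5.31 FPKM at Day 20 and 431 ± 130 FPKM at Day 25, a log2 fold change over these 5 days of 5.24 (standard error 0.34, limma adjusted p = 3.28e-12). It rose further to 1524 ± 600 FPKM at Day 60. Elovl3 (ENSMUSG00000038754.3, chromosome 19, 46206387 to 46210184, plus strand) did not exceed 0.15 FPKM on average at any age up to Day 20. It was 3.02 ± 0.614 FPKM at Day 25, a log2 fold change of 1.85 (standard error 0.22, limma adjusted p = 4.82e-07), and the larger step came afterwards, to 189 ± 56.5 FPKM at Day 30 and 270.5 ± 130 FPKM at Day 60. For both genes all 3 mice at Day 25 were above all 3 mice at Day 20.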

The expression pattern of Scd1 was confirmed at the protein level by Western blot analysis (**Figure 4C**). Acyl-CoA oxidase 1 (Acox1) and Carnitine palmitoyltransferase 1a (Cpt1a) (genes involved in peroxisomal and mitochondrial beta oxidation, respectively) showed a divergent expression pattern with Acox1 mRNA increasing and Cpt1a mRNA decreasing immediately after weaning.

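Cpt1a (ENSMUSG00000024900.4, chromosome 19, 3323301 to 3385732, plus strand) fell from 74 ± 3.78 FPKM at Day 20 to 33.6 ± 13 FPKM at Day 25 (log2 fold change -1.19, standard error 0.32, limma adjusted p = 0.0162), and over the suckling ages against those after weaning its log2 fold change was 1.63 (standard error 0.14, limma adjusted p = 2.77e-11).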

**Figure 4:**
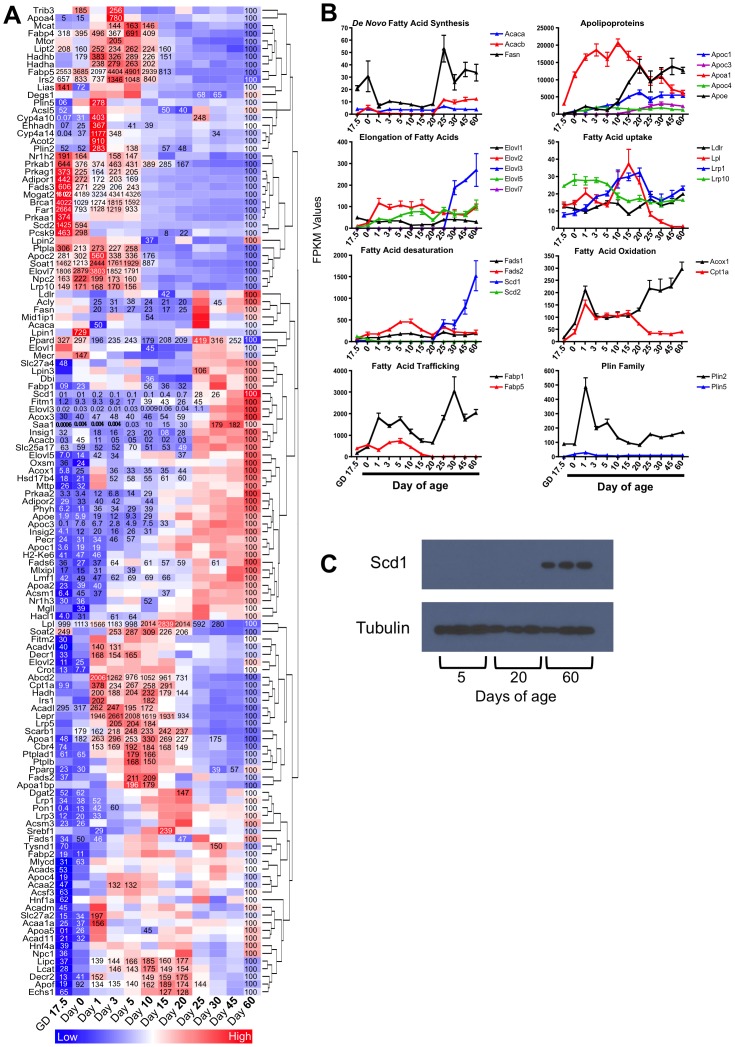
Ontogeny of lipid metabolism gene expressions. A) One-way hierarchical cluster map of lipid metabolism genes that changed significantly in at least one age compared to Day 60. mRNA expression of genes that were statistically different from those in mice 60 days of age (control) have the percent indicated within the heatmap square (control = 100%). B) Examples of FPKM (fragments per kilobase of exon per million reads mapped) values of individual genes of lipid metabolism throughout development. C) Western blot analysis of Scd1 protein expression in liver of pre-weaning and post-weaning mice, α-tubulin was used as a loading control. For gene function information see Table S1.

### Expression of genes involved in ketogenesis at different life stages

To evaluate individual genes involved in ketogenesis, we used the list of genes from the KEGG Synthesis and Degradation of Ketone bodies gene set. This gene set included 10 genes, of which 7 were significantly changed compared to Day 60 in at least one age. 

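The 7 genes displayed in Fig. 5A were all tested and all differed from Day 60 in at least one age (limma adjusted p under 0.05), under each alternative processing tried. In the suckling ages, 5 of them were higher and 2 lower than after weaning.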

A one-way hierarchical cluster map of these 7 genes is displayed in **Figure 5A**. The genes clustered into three patterns. 

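Bdh2 (ENSMUSG00000028167.9, chromosome 3, 134944185 to 134967390, plus strand) was lowest at Day 0 (0.258 ± 0.0375 FPKM) and increased from 2.03 ± 0.344 FPKM at Day 20 to 11 ± 1.15 FPKM at Day 60. Days 25 to 60 against the earlier ages gave a log2 fold change of 2.25 (standard error 0.11, limma adjusted p = 4.3e-17). Acat2 (ENSMUSG00000023832.7, chromosome 17, 13135756 to 13153613, minus strand) was 47.7 ± 5.31 FPKM at GD17.5, 26.4 ± 10.9 FPKM at Day 0, 45.6 ± 3.23 FPKM at Day 20, 74.7 ± 5.26 FPKM at Day 25 and 72.5 ± 9.27 FPKM at Day 60, with a log2 fold change of 0.71 (standard error 0.10, limma adjusted p = 1.32e-07) for the same comparison.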

Cluster 1 contained two genes: acetyl-CoA acetyltransferase 2 (Acat2) and 3-hydroxybutyrate dehydrogenase type 2 (Bdh2) whose expression peaked in adulthood. 

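Over the suckling ages, Bdh1 (ENSMUSG00000046598.8, chromosome 16, 31422366 to 31458987, plus strand) and Acat1 (ENSMUSG00000032047.5, chromosome 9, 53388627 to 53418487, minus strand) were both higher than at GD17.5 and Day 0 and higher than after weaning. Bdh1 was 32.3 ± 3.68 FPKM at Day 0, 107 ± 22.1 FPKM at Day 10 and 30.4 ± 6.13 FPKM at Day 25, with log2 fold changes of 1.60 (standard error 0.11, limma adjusted p = 1.93e-13) against the earlier ages and 1.76 (standard error 0.09, limma adjusted p = 6.23e-17) against the later ages. Acat1 was 32.8 ± 8.2 FPKM at Day 0, 70.3 ± 22.6 FPKM at Day 10 and 23.4 ± 3.93 FPKM at Day 25, with log2 fold changes of 0.98 (limma adjusted p = 8.67e-08) and 1.27 (limma adjusted p = 2.48e-12).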

Cluster 2 contained four genes: 3-hydroxybutyrate dehydrogenase type 1 (Bdh1), acetyl-CoA acetyltransferase 1 (Acat1), 3-hydroxy-3-methylglutaryl-CoA synthase 2 (Hmgcs2), and 3-hydroxymethyl-3-methylglutaryl-CoA lyase (Hmgcl) whose expressions were highest during the suckling period of development. Cluster 3 contained one gene 3-oxoacid CoA transferase 1 (Oxct1) whose expression was highest during the fetal period. 

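Oxct1 (ENSMUSG00000022186.8, chromosome 15, 3976383 to 4105344, plus strand) was 6.47 ± 1.25 FPKM at GD17.5, 3.81 ± 1.36 FPKM at Day 0, 2.07 ± 0.265 FPKM at Day 10 and 0.866 ± 0.0641 FPKM at Day 60. GD17.5 against the mean of the 11 later ages gave a log2 fold change of 1.43 (standard error 0.15, limma adjusted p = 2.37e-09), when the median of all tested genes was higher at GD17.5 by 0.40.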

The FPKM values for genes involved in ketogenesis from cluster 1 and 2 of the heatmap are displayed in **Figure 5B**.

**Figure 5:**
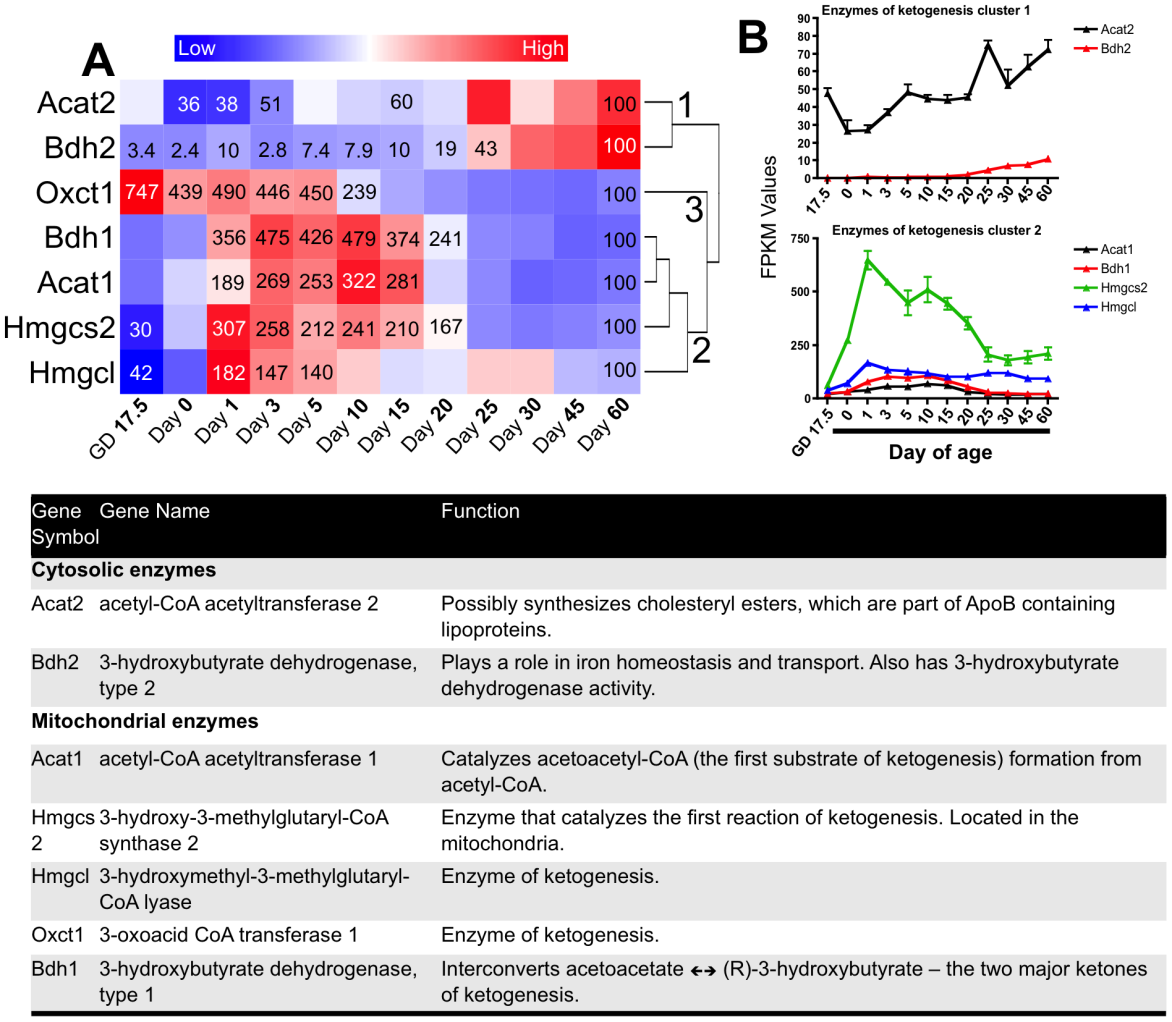
Ontogeny of ketone metabolism gene expressions. A) One-way hierarchical cluster map of ketone metabolism genes that changed significantly in at least one age compared to Day 60. mRNA expression of genes that were statistically different from those in mice 60 days of age (control) have the percent indicated within the heatmap square (control = 100%). B) Examples of FPKM (fragments per kilobase of exon per million reads mapped) values of individual genes of ketone metabolism throughout development.

### Expression of genes involved in cholesterol and bile acid metabolism at different life stages

To evaluate the expression of individual genes of cholesterol and bile acid metabolism, a gene list was compiled using the following gene sets: GO:0008203 (Cholesterol Metabolic Process) and GO:0008206 (Bile Acid Metabolism). The resulting gene list contained 122 genes, of which the expression of 85 genes significantly changed in at least one age compared to Day 60. 

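Fig. 6A displays 44 of the genes by name. All 44 were tested and differed from Day 60 in at least one age (limma adjusted p under 0.05). When libraries shared an upper quartile, 43 did.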

A one-way hierarchical cluster map of these 85 genes is displayed in **Figure 6A**. The 85 genes clustered into two large clusters: cluster 1 contained genes that were mainly suppressed during the suckling period, but more highly expressed during the fetal stage and after weaning; and cluster 2 contained genes whose expressions were low during the fetal and suckling periods, but increased after weaning and into adulthood. **Figure 6B** depicts FPKM values at different ages for genes encoding cholesterol and bile acid metabolism enzymes. 

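Of the 44 genes named in Fig. 6A, 27 were lower in the suckling ages than after weaning and 9 were higher (limma adjusted p under 0.05). Among the 27, 13 were also lower in the suckling ages than at GD17.5 and Day 0, and 14 were not. The highest age mean fell at Days 25 to 60 for 27 genes, at Day 25 itself for 14, and at GD17.5 or Day 0 for 8. From Day 20 to Day 25, 19 genes rose and 1 fell. Scaled to a common upper quartile, 35 genes were lower and 5 higher in the suckling ages than after weaning, with 22 rising and 2 falling at weaning.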

Genes encoding bile acid metabolism enzymes were prominent in cluster 2. In general, these genes showed an increase in expressions around the weaning age. 

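Table S2 lists 12 bile acid metabolism genes (Akr1c6, Akr1d1, Amacr, Baat, Cyp27a1, Cyp39a1, Cyp7a1, Cyp7b1, Cyp8b1, Gba2, Hsd3b7 and Slc27a5), and 7 of them were lower and 3 higher in the suckling ages than after weaning (limma adjusted p under 0.05), or 10 and 2 with a common upper quartile. From Day 20 to Day 25, 5 of the 12 had a positive log2 fold change, with a median of -0.07 over the 12. The rise passed an adjusted p of 0.05 for 2 genes and a fall for 1 (3 and 2 genes with a common upper quartile). Cyp8b1 (ENSMUSG00000050445.4, chromosome 9, 121823474 to 121825423, minus strand) went from 90.7 ± 29.7 FPKM to 199 ± 40.5 FPKM, a log2 fold change of 1.16 (standard error 0.23, limma adjusted p = 0.00106), and Cyp27a1 (ENSMUSG00000026170.5, chromosome 1, 74760148 to 74784464, plus strand) from 103 ± 21 FPKM to 168 ± 24 FPKM, a log2 fold change of 0.70 (standard error 0.20, limma adjusted p = 0.023). Cyp7b1 (ENSMUSG00000039519.6, chromosome 3, 17971950 to 18143338, minus strand) was 1.45 ± 0.374 FPKM at Day 20, 3.51 ± 0.339 FPKM at Day 25 and 48.5 ± 11.8 FPKM at Day 30, and its log2 fold change between Days 20 and 25 was 0.89 (standard error 0.31, limma adjusted p = 0.0787). Cyp7a1 (ENSMUSG00000028240.2, chromosome 4, 6192759 to 6202780, minus strand) was 6.05 ± 2.57 FPKM at Day 20 and 4.29 ± 0.892 FPKM at Day 25, without a difference past an adjusted p of 0.05 (log2 fold change -0.37, standard error 0.32, limma adjusted p = 0.594).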

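Hsd3b7 (ENSMUSG00000042289.5, chromosome 7, 134929122 to 134947316, plus strand) was 23.6 ± 4.02 FPKM at GD17.5, 80.7 ± 14.5 FPKM at Day 0, 102 ± 8.82 FPKM at Day 1 and 153 ± 23.9 FPKM at Day 3, and it stayed between 153 and 191 FPKM on average from Day 3 onwards. Compared with Day 60, its log2 fold change was -2.98 (standard error 0.16, limma adjusted p = 6.86e-16) at GD17.5 and -0.33 (standard error 0.16, limma adjusted p = 0.0768) at Day 3. Between Day 20 and Day 25 it changed by 0.05 (standard error 0.16, limma adjusted p = 0.927), and this small value changed sign when one of the 36 mice was left out.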

The exception to this was Hsd3b7, whose expression was low during the neonatal age, but then increased 3 days after birth (**Figure 6B** **top right panel**). Genes encoding cholesterol metabolism enzymes were found in both clusters. 

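In the suckling ages, Fdps (ENSMUSG00000059743.7, chromosome 3, 88897514 to 88905881, minus strand), Nsdhl (ENSMUSG00000031349.4, chromosome X, 70163896 to 70203853, plus strand), Lss (ENSMUSG00000033105.6, chromosome 10, 75994333 to 76019883, plus strand), Idi1 (ENSMUSG00000058258.6, chromosome 13, 8884852 to 8891641, plus strand) and Sc4mol (ENSMUSG00000031604.4, chromosome 8, 67196936 to 67212589, minus strand) were lower on average than both at GD17.5 and Day 0 and after weaning. All 5 genes had their lowest mean at Day 15, with 1.92 ± 0.752 FPKM for Fdps, 2.65 ± 0.126 for Nsdhl, 1.9 ± 0.1 for Lss, 0.844 ± 0.237 for Idi1 and 4.67 ± 1 for Sc4mol. At Day 25 these were 60.8 ± 15.8, 42.9 ± 4.57, 21.8 ± 5.26, 24.9 ± 8.06 and 63.9 ± 13.2 FPKM, in the same order. The log2 fold change of the suckling ages against GD17.5 and Day 0 was -2.64 (standard error 0.15, limma adjusted p = 1.65e-15) for Fdps, -1.85 (limma adjusted p = 1.25e-13) for Nsdhl, -2.27 (limma adjusted p = 1.55e-12) for Lss, -0.77 (limma adjusted p = 0.000242) for Sc4mol and -0.61 (limma adjusted p = 0.0151) for Idi1. For Idi1, which was 3.38 ± 1.32 FPKM at Day 0 against 12.9 ± 2.61 at GD17.5, this difference was -0.51 and no longer passed an adjusted p of 0.05 when one mouse was left out. Against the ages after weaning, the log2 fold changes ranged from -2.36 for Fdps (limma adjusted p = 6.41e-17) to -0.94 for Lss (limma adjusted p = 3.73e-07). Compared with Day 0 alone, Idi1 and Sc4mol were not lower at Days 1, 3 and 5. In percent of the Day 60 mean, Idi1 was 14.09 at Day 0 and 23.54, 30.73 and 36.86 at these ages. Sc4mol was 26.84 at Day 0 and 27.41, 36.03 and 45.65 at the same ages.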

The expression of a number of genes encoding cholesterol metabolism enzymes were depressed during the suckling period including farnesyl diphosphate synthase (Fdps), NAD(P) dependent steroid dehydrogenaselike (Nsdhl), lanosterol synthase (Lss), isopentenyl-diphosphate delta isomerase 1 (Idi1), and methylsterol monooxygenase 1 (Sc4mol) (**Figure 6B** **top left panel**). However, there were also a number of genes whose expressions increased after weaning including phosphomevalonate kinase (Pmvk), cytochrome b5 reductase 3 (Cyb5r3), emopamil binding protein (Ebp), and sterol-C5-desaturase-like (Sc5d) (**Figure 6B** **bottom left panel**).

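Between Day 20 and Day 25, Pmvk (ENSMUSG00000027952.8, chromosome 3, 89263040 to 89272935, plus strand) rose from 6.22 ± 0.306 FPKM to 52.9 ± 10 FPKM, a log2 fold change of 2.89 (standard error 0.20, limma adjusted p = 1.55e-11). The rise of Sc5d (ENSMUSG00000032018.7, chromosome 9, 42062260 to 42072383, minus strand) was from 31.6 ± 3.51 FPKM to 80.5 ± 21.3 FPKM (log2 fold change 1.30, limma adjusted p = 0.000868). Ebp (ENSMUSG00000031168.8, chromosome X, 7762455 to 7770638, minus strand) went from 96.4 ± 8.6 FPKM to 222 ± 30.9 FPKM (log2 fold change 1.19, limma adjusted p = 0.000262). Cyb5r3 (ENSMUSG00000018042.10, chromosome 15, 82983924 to 83003022, minus strand) showed the smallest step, from 80.1 ± 19.3 FPKM to 135 ± 24.5 FPKM (log2 fold change 0.76, limma adjusted p = 0.00834), which no longer passed an adjusted p of 0.05 when one mouse was left out. Over all suckling ages against all ages after weaning, the log2 fold change was -2.15 for Pmvk, -1.15 for Sc5d, -1.11 for Ebp and -0.82 for Cyb5r3. Pmvk had also been 22.2 ± 3.71 FPKM at GD17.5, above its means in the suckling ages.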

**Figure 6:**
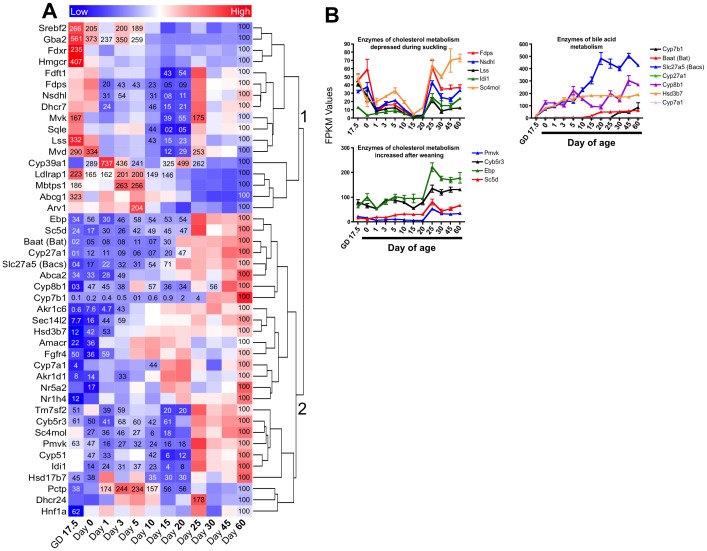
Ontogeny of cholesterol and bile acid metabolism gene expressions. A) One-way hierarchical cluster map of cholesterol and bile acid metabolism genes that changed significantly in at least one age compared to Day 60. mRNA expression of genes that were statistically different from those in mice 60 days of age (control) have the percent indicated within the heatmap square (control = 100%). B) Examples of FPKM (fragments per kilobase of exon per million reads mapped) values of individual genes of cholesterol and bile acid metabolism throughout development. For gene function information see Table S2.

### Expression of genes involved in glucose and glycogen metabolism at different life stages

To evaluate the expression of genes involved in glucose and glycogen metabolism, a gene list was compiled using the following gene sets: GO:0006094 (Gluconeogenesis), GO:0006096 (Glycolysis), GO:0005980 (Glycogenolysis), and GO:0005978 (Glycogenesis). The resulting list contained 92 genes of which 86 significantly changed in at least one age compared to Day 60. 

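The heatmap of Fig. 7A displays 60 of the genes by name, of which 59 differed from Day 60 in at least one age (limma adjusted p under 0.05), the exception being Pfkfb2. The count was the same with libraries scaled to a common upper quartile and with each mouse left out in turn.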

A one-way hierarchical cluster map of these 86 genes is displayed in **Figure 7A**. 

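For 36 of the 60 genes named in Fig. 7A the highest age mean was at GD17.5 or Day 0, for 16 at Days 1 to 20 and for 8 at Days 25 to 60. In the suckling ages, 38 genes were higher than after weaning and 10 lower (limma adjusted p under 0.05), or 32 higher and 20 lower with libraries scaled to a common upper quartile. The Day 0 means of Eno3 (ENSMUSG00000060600.8, chromosome 11, 70470704 to 70476015, plus strand) and Pygm (ENSMUSG00000032648.8, chromosome 19, 6384399 to 6398459, plus strand) rest on 1 mouse, replicate 1, in which skeletal muscle genes were also high: Eno3 averaged 22.2 FPKM over 3 mice and 2.23 FPKM without it, and Pygm 8.87 and 1.97 FPKM.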

The majority of the genes were most highly expressed during the neonatal and suckling period (**Figure 7A**). Three major clusters of genes were observed. Cluster 1 contained genes that were most highly expressed only during the suckling period, whereas cluster 2 contained genes whose expressions increased after weaning. **Figure 7B** depicts FPKM values for genes encoding the rate limiting enzymes of glucose and glycogen metabolism at different ages. 

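Higher expression in the suckling ages than both at GD17.5 and Day 0 and after weaning was found for 9 of the 60 genes of Fig. 7A, and lower expression than in both for 2 (limma adjusted p under 0.05). Another 8 were lower than after weaning without being lower than at GD17.5 and Day 0. Between Day 20 and Day 25, 4 genes increased and 2 decreased. With a common upper quartile, 5 genes were higher and 5 lower in the suckling ages than in both.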

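Hk1 (ENSMUSG00000037012.11, chromosome 10, 61731603 to 61842656, minus strand) fell from 72.4 ± 12.3 FPKM at GD17.5 to 17 ± 2.37 FPKM at Day 1 and 1.13 ± 0.106 FPKM at Day 60, and GD17.5 against the mean of the 11 later ages gave a log2 fold change of 3.59 (standard error 0.14, limma adjusted p = 4.44e-19). Between mice of one age, Hk1 varied with 11 genes of red blood cell precursors (Pearson's r = 0.495, permutation p = 0.0088, adjusted p = 0.0352 over 4 genes; Spearman's rho = 0.528, permutation p = 0.007, adjusted p = 0.028; r = 0.456 without the 2 farthest mice). Pfkl (ENSMUSG00000020277.8, chromosome 10, 77449692 to 77472828, minus strand) was 46.9 ± 2.61 FPKM at GD17.5, 11.9 ± 2.54 FPKM at Day 1 and 9.02 ± 1.76 FPKM at Day 60, with a log2 fold change of 1.62 (standard error 0.13, limma adjusted p = 4.61e-12). Pklr (ENSMUSG00000041237.6, chromosome 3, 88940064 to 88950706, plus strand) was 157 ± 24.6 FPKM at GD17.5, 22.5 ± 12.1 FPKM at Day 1, 95 ± 12.6 FPKM at Day 3 and 58.4 ± 9.03 FPKM at Day 60, with a log2 fold change of 1.55 (standard error 0.23, limma adjusted p = 7.58e-07).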

Genes encoding rate limiting glycolytic factors [glucokinase (Gck), hexokinase 1 (Hk1), phosphofructokinase liver (Pfkl), pyruvate kinase liver and RBC (Pklr)] were all most highly expressed at the fetal age (**Figure 7B** **top left panel**). In contrast, genes encoding rate limiting gluconeogenesis enzymes [fructose-1,6-bisphosphatase 1 (Fbp1), glucose-6-phosphatase catalytic subunit (G6pc), phosphoenolpyruvate carboxykinase 1 (Pck1)] were most highly expressed during the suckling ages. 

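Fbp1 (ENSMUSG00000069805.4, chromosome 13, 62966113 to 62989642, minus strand) increased from 30.2 ± 10.6 FPKM at GD17.5 to 619 ± 111 FPKM at Day 0 and 1243 ± 160 FPKM at Day 5, and was 483 ± 50.9 FPKM at Day 20 and 636 ± 53 FPKM at Day 25. Its suckling ages differed from the ages after weaning by a log2 fold change of 0.54 (standard error 0.09, limma adjusted p = 1.53e-06). G6pc (ENSMUSG00000078650.2, chromosome 11, 101228875 to 101239217, plus strand) was 0.0399 ± 0.0045 FPKM at GD17.5, 144 ± 25.9 FPKM at Day 15 and 64.1 ± 24.7 FPKM at Day 60, and the same comparison gave 0.60 (standard error 0.19, limma adjusted p = 0.00594). Pck1 (ENSMUSG00000027513.5, chromosome 2, 172978549 to 172984774, plus strand) rose from 0.226 ± 0.103 FPKM at GD17.5 to 527 ± 74.5 FPKM at Day 20, was 97.3 ± 36.8 FPKM at Day 25, and had a log2 fold change of 1.03 (standard error 0.32, limma adjusted p = 0.00465). Between mice of one age, Pck1 followed skeletal muscle genes, but no value is available without Day 0 replicate 1, where these genes were highest. Muscle genes were also raised in Day 10 replicate 1 (Acta1 40.8 FPKM). There Pck1 was the lowest of its age, at 255 FPKM against 359 and 285 FPKM. At Day 0 the spread between mice was as large as the mean for G6pc (109.5 ± 102 FPKM) and larger for Pck1 (110 ± 159 FPKM), with the highest Pck1 value in replicate 1 (293 FPKM). With libraries scaled to a common upper quartile, the differences from the ages after weaning were 0.13 for Fbp1, 0.19 for G6pc and 0.62 for Pck1, and none passed an adjusted p of 0.05.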

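Pygl (ENSMUSG00000021069.10, chromosome 12, 71291798 to 71332475, minus strand) was 85.5 ± 22.3 FPKM at Day 0, 49.4 ± 10 FPKM at Day 1, 68.5 ± 8.98 FPKM at Day 10, 98.8 ± 5.42 FPKM at Day 20 and 94.3 ± 11.3 FPKM at Day 60. The suckling ages differed from the ages after weaning by a log2 fold change of -0.23 (standard error 0.11, limma adjusted p = 0.0501), on the edge of the threshold, and from GD17.5 and Day 0 by 0.11 (standard error 0.13, limma adjusted p = 0.484). Relative to a common upper quartile the former was -0.64 (limma adjusted p = 6.16e-07; 6.16e-07 to 0.138 over the alternatives tried). Gys2 (ENSMUSG00000030244.7, chromosome 6, 142371133 to 142421629, minus strand) was 28.3 ± 3.65 FPKM at Day 0, 56.4 ± 15.5 FPKM at Day 5, 29.3 ± 3.6 FPKM at Day 20 and 18.7 ± 4.09 FPKM at Day 60. Its suckling ages exceeded the ages after weaning by 1.23 (standard error 0.10, limma adjusted p = 9.34e-12) and GD17.5 and Day 0 by 0.84 (standard error 0.13, limma adjusted p = 1.92e-06).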

Interestingly, expression of the gene encoding the rate limiting enzyme of glycogenolysis (phosphorylase glycogen liver; Pygl) exhibited slightly reduced expression during the suckling ages; whereas expression of the gene encoding the rate limiting step of glycogenesis (glycogen synthase 2; Gys2) was most highly expressed during the suckling ages (**Figure 7B** **bottom panel**).

**Figure 7:**
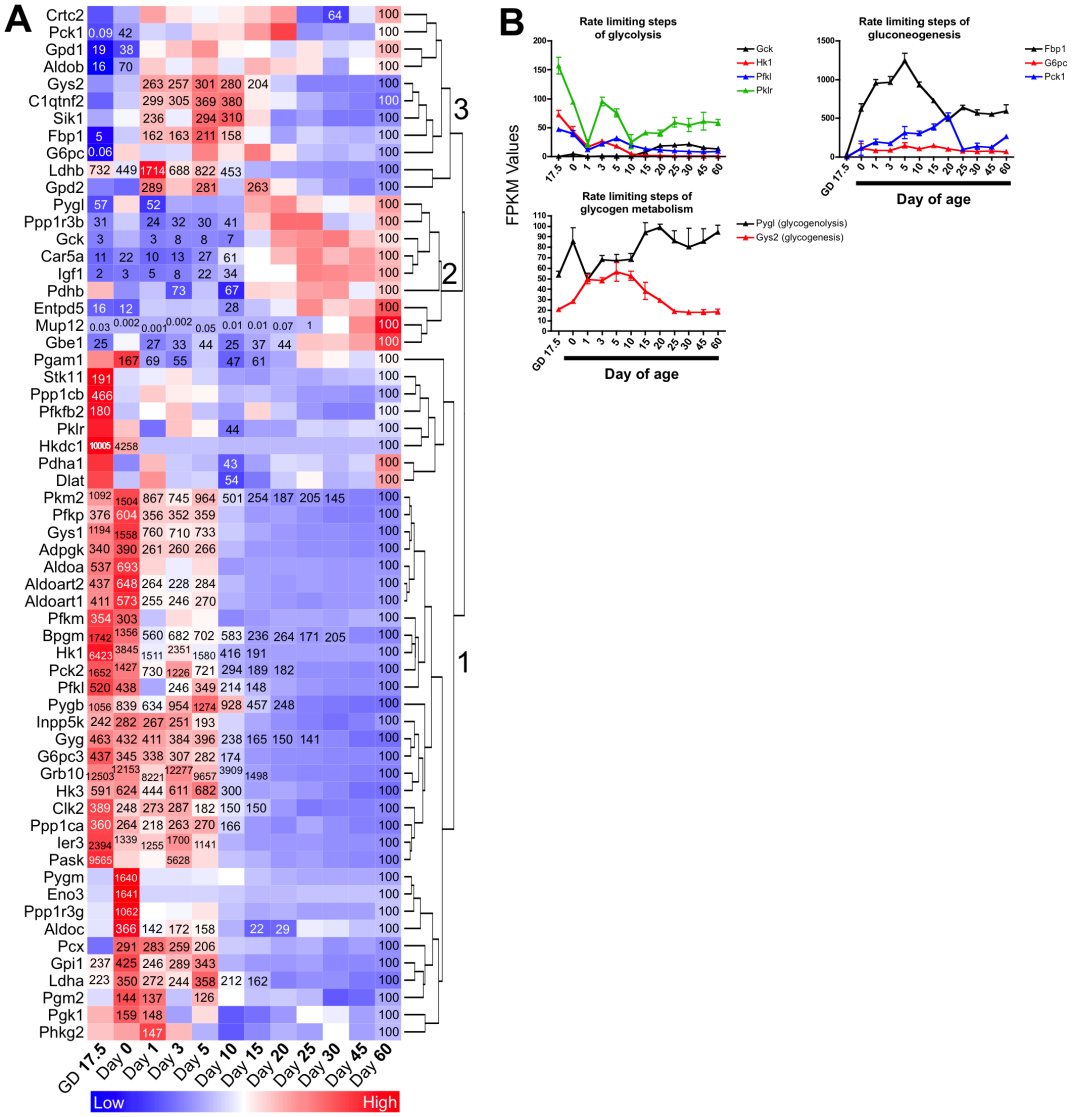
Ontogeny of glucose and glycogen metabolism gene expressions. A) One-way hierarchical cluster map of glucose and glycogen metabolism genes that changed significantly in at least one age compared to Day 60. mRNA expression of genes that were statistically different from those in mice 60 days of age (control) have the percent indicated within the heatmap square (control = 100%). B) Examples of FPKM (fragments per kilobase of exon per million reads mapped) values of individual genes of glucose and glycogen metabolism throughout development. For gene function information see Table S3.

### Alternative splicing isoforms of genes involved in energy metabolism at different life stages

Of the 627 genes that changed significantly in at least one age compared to Day 60, 114 have alternative splicing isoforms. **Figure 8** displays the FPKM values of the alternative splicing isoforms of critical genes involved in energy metabolism including ATP citrate lyase (Acly), Pklr, Hk1, Bdh1, pyruvate carboxylase (Pcx), and Bdh2. Both isoforms of Acly showed reduced gene expression during the suckling ages. The two isoforms of Pklr showed opposing expression patterns with NM_013631 being highly expressed during the neonatal period, but then decreasing after Day 0; whereas, NM_001099779 was lowly expressed during the neonatal age then increased after Day 1. Isoforms of Hk1 (NM_010438) and Bdh1 (NM_001122683) were both lowly expressed at all ages. The expression of one isoform of Pcx (NM_001162946) was relatively constant throughout development; whereas the other isoform of Pcx (NM_008797) was highly expressed after birth and then gradually decreased in expression during the suckling period. Both isoforms of Bdh2 showed an increase in expression after weaning.

**Figure 8:**
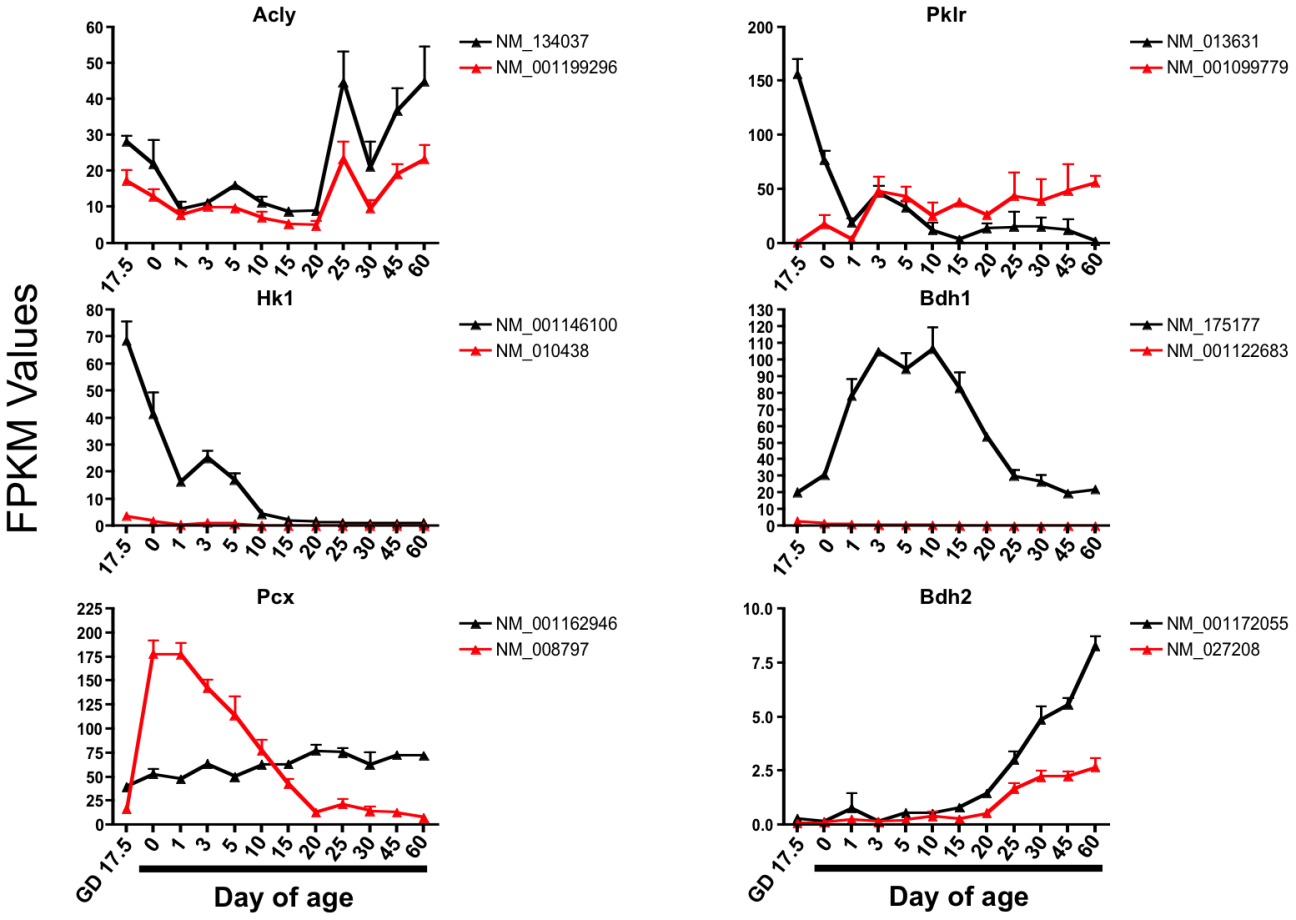
Ontogeny of the mRNA expression of known isoforms of critical genes involved in energy metabolism.

## Discussion

During liver development, gene expression profiles change over time to adapt to the changing functions of the liver [7], [8]. Elucidating molecular regulations in this developmental process is important for understanding liver functions and also useful for exploring liver diseases. High-throughput gene expression profiling techniques such as microarrays and RNA-Sequencing are well suited to reveal global developmental changes in gene expression. Our study and others [7], [9] have identified global gene expression patterns along the developmental time line of mouse liver. Using microarray analysis, Li et al., (2009) also found that a large set of genes are “turned on” at birth including gene sets involved in lipid metabolic process, fatty acid metabolic process, lipid transport, and cholesterol metabolic process. Accurate comparison of the expression of individual genes between studies, however, is difficult because the published data does not exactly match the developmental stages chosen for our study.

The diet plays a major role in regulating the expression of energy metabolism genes in the liver during development and during adulthood. Our study and others demonstrate a clear relationship between changes in the expressions of energy metabolism genes and nutrient transitions from *in utero* to suckling to weaning [10], [11], [12]. Furthermore, we have recently shown that multiple factors in the diet can affect many genes of energy metabolism in the adult liver [13]. Thus, transitions in nutrient intake throughout different life stages present an opportunity to study the effect of nutritional changes on the expression of energy metabolism genes during growth and development. This study is the first to provide a comprehensive quantification of the expression of genes implicated in energy metabolism in mice throughout ontogeny.

We and others demonstrate that, with the onset of suckling, ketogenic and lipid oxidation pathways are induced [10], [11], [12]; but how this induction is regulated is still unclear. PGC-1α (Ppargc1a) and Pparα are transcription factors known to regulate these pathways in adults [14], [15], [16]; however, Yubero *et al.* (2004) found that changes in PGC-1α expression did not parallel hepatic lipid oxidation gene induction following initiation of suckling [12]. We also did not observe a significant induction of PGC-1α expression after birth (data not shown) suggesting that this factor may not regulate lipid oxidation or ketogenic pathways during development in mice. 

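Ppargc1a was below the expression filter, with between 0.0518 and 0.884 FPKM in the 36 mice and at most 0.636 FPKM on average at any age. From Day 0 to Day 1 its log2(FPKM + 1) changed by 0.19 (two-sided exact permutation test, 3 against 3 mice, p = 0.4, where the smallest possible p is 0.1).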

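Between Day 0 and Day 1, the means of Sirt3 were 20.3 ± 1.39 FPKM and 34.1 ± 2.56 FPKM, a log2 fold change of 0.72 (standard error 0.17, limma adjusted p = 0.00162). Those of Ppara were 8.68 ± 0.79 FPKM and 13.6 ± 4.68 FPKM, a log2 fold change of 0.55 (standard error 0.37, limma adjusted p = 0.253), which did not pass an adjusted p of 0.05. At Day 5, Ppara was 23.9 ± 3.81 FPKM, against 13.4 ± 2.51 FPKM at Day 60 (log2 fold change 0.79, standard error 0.37, limma adjusted p = 0.0597).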

Of the transcription factors we evaluated, only Pparα and Sirt3 were markedly induced at the onset of suckling. In rat liver, Pparα mRNA and protein increase after birth and remains enhanced during suckling [10]. Our results show a similar pattern of Pparα mRNA expression in mouse liver with highest levels observed during the suckling ages. Thus, Pparα is a good candidate factor for the regulation of ketogenic and lipid oxidation pathways that are induced at the onset of suckling. Sirt3 may also play a role in this induction as this factor is known to activate enzymes of fatty acid oxidation and ketogenesis [17], [18], and is implicated in the metabolic syndrome [19], [20]. Research into whether Sirt3 regulate ketogenesis, or lipid oxidation at birth is warranted.

We are the first to describe an in-depth analysis of the ontogeny of lipid droplet and VLDL metabolism genes. Collectively, these pathways were upregulated after birth – likely to accommodate the large influx of lipids from milk. 

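The summed FPKM of the 34 lipid droplet and VLDL metabolism genes was 7039 ± 651 at GD17.5, 19471 ± 2142 at Day 0, 28488 ± 2537 at Day 1 and 33791 ± 3312 at Day 3. It was highest at Day 20 (47086 ± 9722) and was 39036 ± 4387 at Day 60. Apoa1 contributed 39.1% of the sum over all mice.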

Lipid droplets are coated with proteins, such as perilipins (encoded by Plin family genes), that are thought to regulate lipid droplet turnover by regulating lipolysis. Furthermore, lipid droplets and their associated proteins play a role in the development of insulin resistance, obesity, and the metabolic syndrome [21], [22], [23]. In this study, we observed a brief, but stark increase in Plin2 expression coincident with the onset of suckling. 

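Plin2 (ENSMUSG00000028494.6, chromosome 4, 86294290 to 86315964, minus strand) was 89.8 ± 4.01 FPKM at GD17.5, 89.2 ± 10.6 FPKM at Day 0, 488 ± 110 FPKM at Day 1 and 199 ± 22.5 FPKM at Day 3. The change from Day 0 to Day 1 had a log2 fold change of 2.42 (standard error 0.14, limma adjusted p = 3.67e-13), when the median of all tested genes rose by 0.19. By Day 20 Plin2 had declined to 82.9 ± 10.2 FPKM, its lowest age, and it was 172 ± 15.2 FPKM at Day 60.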

Interestingly, Plin2-null mice are protected from diet-induced obesity and fatty liver disease, indicating a critical role for Plin2 in the development of metabolic diseases [24]. Thus, identification of pathways that control expression of *Plin2* may provide new therapeutic targets for the treatment of obesity and related disorders. Our study presents an interesting model to investigate how changes in nutrition can regulate Plin2 in liver.

Another interesting finding from this study is that the rate limiting steps of fatty acid β-oxidation, Acox1 (peroxisomal), and Cpt1a (mitochondrial) are divergently expressed from weaning into adulthood. This may indicate an increased need for peroxisomal over mitochondrial β-oxidation after weaning. Acox1 mRNA expression increased steadily after birth, and this pattern has been shown at the protein level [25]. The pattern of Cpt1a expression that was observed in this study, induced at birth then markedly decreased at weaning, parallels Cpt1a expression profiles in rats at the mRNA, protein, and activity levels [26], [27], [28]. 

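Cpt1a increased from 4.05 ± 0.716 FPKM at GD17.5 to 37.3 ± 22.6 FPKM at Day 0 and 154 ± 29.8 FPKM at Day 1, with a log2 fold change from Day 0 to Day 1 of 2.16 (standard error 0.32, limma adjusted p = 7.51e-06). It was 118 ± 17.7 FPKM at Day 15 and 40.6 ± 1.62 FPKM at Day 60.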

Pparα regulates the expression of Acox1 in adult mice [29]; however, the regulation of Cpt1a in mice is less explored. In rats, Cpt1a can be induced by administration of Clofibrate (Pparα inducer) and long chain fatty acids through independent mechanisms (reviewed in [28]). Regardless, because modulating fatty acid oxidation is an attractive therapeutic target for the treatment of obesity, further research into the mechanisms governing the divergent expression of Acox1 and Ctp1a in mice at the suckling-weaning transition are warranted.

Elovl3 regulates the elongation of saturated and mono-unsaturated fatty acids. Elovl3-null mice are resistant to diet-induced obesity [30]. We observed that, after weaning, Elovl3 mRNA expression was starkly induced; however what regulates this increase is unknown. *Elovl3* expression is induced in brown fat of cold-stimulated mice by the Ppar transcription factors [31], [32], and in liver of normal mice by Srebp1 transcription factors [33]. However, the mRNA expressions of Ppar and Srebp1 factors were not induced at weaning, suggesting that other factors may be involved in the regulation of Elovl3 expression at weaning. 

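From Day 20 to Day 25, the log2 fold change was -0.40 (standard error 0.27, limma adjusted p = 0.483) for Srebf1, -0.55 (standard error 0.37, limma adjusted p = 0.461) for Ppara and -0.45 (standard error 0.17, limma adjusted p = 0.118) for Pparg (ENSMUSG00000000440.6, chromosome 6, 115311239 to 115440419, plus strand), none past an adjusted p of 0.05. Ppard (ENSMUSG00000002250.9, chromosome 17, 28369699 to 28438414, plus strand) rose from 2.81 ± 0.735 FPKM to 5.63 ± 0.0146 FPKM, a log2 fold change of 0.82 (standard error 0.17, limma adjusted p = 0.00225), and was 1.34 ± 0.318 FPKM at Day 60.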

Further research is required to indentify these factors and may lead to novel targets for the treatment of diet-induced obesity.

Stearoyl-CoA desaturases (Scd) are rate limiting enzymes in the hepatic biosynthesis of monounsaturated fatty acids from saturated fatty acids. Studies using Scd1 gene deficient mice have revealed a beneficial effect of Scd1 inhibition in diet-induced obesity, hepatic steatosis, and insulin resistance. Thus, Scd1 is an attractive target for the treatment of many metabolic disorders [34]. In the present study, we observed a sharp upregulation of Scd1 mRNA and protein immediately after weaning, corroborating earlier reports [35]. However, which factors regulate Scd1 during weaning is unknown. Scd1 expression in adult cells is regulated by many transcription factors including Srebp1c, Pparα, C/EBP-α, Pgc1-α, and LXRα [36], [37]. From our data, LXRα is the only one of the above mentioned transcription factors whose mRNA expression was highest after weaning. These data suggest that LXRα may potentially regulate Scd1 expression at weaning; however, further research is needed to confirm this.

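Over the suckling ages against the ages after weaning, the log2 fold change of Nr1h3, which encodes LXRα, was -0.52 (standard error 0.10, limma adjusted p = 5.55e-05), that of Srebf1 -0.04 (standard error 0.12, limma adjusted p = 0.8), that of Ppara 0.94 (standard error 0.17, limma adjusted p = 1.07e-05) and that of Cebpa (ENSMUSG00000034957.9, chromosome 7, 35904312 to 35906945, plus strand), which encodes C/EBP-α, -0.17 (standard error 0.14, limma adjusted p = 0.256). Between Day 20 and Day 25 alone, Nr1h3 changed by 0.32 (standard error 0.23, limma adjusted p = 0.506). Cebpa was 84.1 ± 13.3 FPKM at Day 3 and 83 ± 12.4 FPKM at Day 60. In libraries scaled to a common upper quartile, Srebf1 (-0.42) and Cebpa (-0.58) were also lower in the suckling ages at an adjusted p under 0.05. From LXRα mRNA being, among the factors it lists for Scd1, the only one highest after weaning, the paper proposes that LXRα may regulate Scd1 at weaning.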

The mRNA expressions of many enzymes of cholesterol biosynthesis followed two major patterns of expression: either decreased expression during the suckling period (such as Fdps, Nsdhl, Lss, Idi1, and Sc4mol), which is similar to hepatic cholesterol metabolism observed in sheep [38]; or induced expression at weaning (such as Pmvk, Cyb5r3, Ebp, Sc5d). The fact that many genes followed the same pattern of expression suggests a common mechanism of regulation. Srebp2 along with its regulatory Insig proteins is known to regulate the transcription of cholesterol metabolism genes in adults [39]. Srebp2 mRNA expression did not follow either of the above mentioned gene expression patterns, suggesting other factors may be controlling cholesterol metabolism gene expression during development. 

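Srebf2 differed between the suckling ages and the ages after weaning by a log2 fold change of 0.35 (standard error 0.12, limma adjusted p = 0.0096), which was -0.04 with libraries scaled to a common upper quartile, and between Day 20 and Day 25 by 0.37 (standard error 0.26, limma adjusted p = 0.494). Its means were 10.9 ± 1.63 FPKM at Day 20 and 14.6 ± 3.46 FPKM at Day 25.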

Determining these factors may provide novel therapeutic targets for the control of cholesterol disorders.

RNA-sequencing provides an unbiased detection of transcripts. Thus, we were able to quantitatively compare the transcript abundances of known isoforms of genes throughout liver development. Interestingly, the alternative splicing isoforms of both pyruvate carboxylase (Pcx) and pyruvate kinase, liver (Pklr) showed age dependent switches in isoform expression dominance. We are the first to reveal that isoform 2 of Pklr is the dominant form in the adult ages; however, isoform 1 is more dominantly expressed during the neonatal ages. Additionally, isoform 2 of Pcx is only dominantly expressed over isoform 1 during the early suckling ages. These results beg the interesting question of whether these isoforms perform different functions to meet the needs of the dynamically developing liver. Unfortunately, it is currently unknown if these isoform changes impact gene function or how they might influence energy metabolism. Further research into this interesting question will help shed light on the dynamics of energy metabolism during development.

Energy metabolism fluctuates to compensate for activity level of the organism. Thus, it should be noted that this report quantified energy metabolism gene expression from mice who lead a relatively sedentary life. Whether activity level affects the developmental pattern of energy metabolism gene expression is not known.

In conclusion, this study provides a comprehensive analysis of the expression of genes encoding factors involved in energy metabolism during mouse liver development. These data shed new light on the ontogeny of homeostatic regulation of hepatic energy metabolism. Understanding the regulation of key genes involved in energy metabolism is essential to decipher the pathogenesis of metabolic diseases. By providing a large database of gene expression changes throughout development, our study provides new insights into the dynamic regulation of energy metabolism. Using development as a tool, a better understanding of the regulation of energy metabolism genes can be attained, which may ultimately provide novel therapeutic targets to better manage or treat health conditions linked with aberrant regulation of metabolic pathways.

## Supporting Information

Table S1 **Lipid metabolism genes functions.**
(PDF) Click here for additional data file.

Table S2 **Cholesterol and bile acid metabolism genes functions.**
(PDF) Click here for additional data file.

Table S3 **Glucose and glycogen metabolism genes functions.**
(PDF) Click here for additional data file.

# Supplementary material for: Ontogeny of Hepatic Energy Metabolism Genes in Mice as Revealed by RNA-Sequencing
**Source:** PLoS One. 2014 Aug 7;9(8):e104560. doi: 10.1371/journal.pone.0104560
**Supplement:** Table S1 — Lipid metabolism genes functions.

Table S1. Lipid metabolism genes functions.

Table S1. Lipid metabolism genes functions.

# Supplementary material for: Ontogeny of Hepatic Energy Metabolism Genes in Mice as Revealed by RNA-Sequencing
**Source:** PLoS One. 2014 Aug 7;9(8):e104560. doi: 10.1371/journal.pone.0104560
**Supplement:** Table S2 — Cholesterol and bile acid metabolism genes functions.

Table S2. Cholesterol and bile acid metabolism genes functions.

| Gene Symbol                                                  | Gene Name                                                | Function                                                                                                                                      |
|--------------------------------------------------------------|----------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Regulation of cholesterol and/or bile acid metabolism</b> |                                                          |                                                                                                                                               |
| Fgfr4                                                        | fibroblast growth factor receptor 4                      | Receptor for Fgf15. Decreases Cyp7a1 expression, the rate-limiting enzyme in bile acid (BA) synthesis.                                        |
| Nr1h4 (FXR)                                                  | nuclear receptor subfamily 1, group H, member 4          | Receptor for BAs. Regulates expression of BA synthesis and transport genes.                                                                   |
| Arv1                                                         | ARV1 homolog (S. cerevisiae)                             | Critical role in sterol movement from the ER and in the regulation of cholesterol and BA metabolism.                                          |
| Hnf1a                                                        | HNF1 homeobox A                                          | Hnf1a-null mice have defective BA transport and HDL metabolism, increased BA and cholesterol synthesis.                                       |
| Nr5a2 (Lrh1)                                                 | nuclear receptor subfamily 5, group A, member 2          | Key regulator of Cyp7a expression in liver. Linked to a variety of processes, such as bile acid metabolism and reverse cholesterol transport. |
| Mbtps1                                                       | membrane-bound transcription factor peptidase, site 1    | Catalyzes the first step in the proteolytic activation of the Srebf proteins.                                                                 |
| Srebf2                                                       | sterol regulatory element binding transcription factor 2 | Transcription factor that controls cholesterol homeostasis by transcribing sterol-regulated genes.                                            |

| Gene Symbol                 | Gene Name                                                                               | Function                                                                                                                                |
|-----------------------------|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| <b>Bile acid metabolism</b> |                                                                                         |                                                                                                                                         |
| Akr1c6                      | aldo-keto reductase family 1, member C1                                                 | May have a role in the transport and intrahepatic concentration of bile acids.                                                          |
| Akr1d1                      | aldo-keto reductase family 1, member D1                                                 | Reduces BA intermediates 7- $\alpha$ ,12- $\alpha$ -dihydroxy-4-cholesten-3-one & 7- $\alpha$ -hydroxy-4-cholesten-3-one.               |
| Amacr                       | alpha-methylacyl-CoA racemase                                                           | Responsible for the conversion of pristanoyl-CoA and C27-bile acyl-CoAs to their (S)-stereoisomers.                                     |
| Baat (Bat)                  | bile acid CoA: amino acid N-acyltransferase                                             | Conjugates C24 bile acids to glycine or taurine before excretion into bile canaliculi.                                                  |
| Cyp27a1                     | cytochrome P450, family 27, subfamily A, polypeptide 1                                  | Oxidizes cholesterol intermediates as part of the bile synthesis pathway.                                                               |
| Cyp39a1                     | cytochrome P450, family 39, subfamily A, polypeptide 1                                  | Involved in bile acid metabolism. Has a preference for 24-hydroxycholesterol, and converts it into a 7- $\alpha$ -hydroxylated product. |
| Cyp7a1                      | cytochrome P450, family 7, subfamily A, polypeptide 1                                   | Catalyzes a rate-limiting step bile acid biosynthesis by introducing a hydrophilic moiety at position 7 of cholesterol.                 |
| Cyp7b1                      | cytochrome P450, family 7, subfamily B, polypeptide 1                                   | Catalyzes the first reaction in the cholesterol catabolic pathway of extrahepatic tissues, which converts cholesterol to bile acids.    |
| Cyp8b1                      | cytochrome P450, family 8, subfamily B, polypeptide 1                                   | Responsible for the balance of cholic acid and chenodeoxycholic acid formation.                                                         |
| Gba2                        | glucosidase, beta (bile acid) 2                                                         | Catalyzes the hydrolysis of bile acid 3-O-glucosides.                                                                                   |
| Hsd3b7                      | Hydroxy- $\delta$ -5-steroid dehydrogenase, 3 $\beta$ and steroid $\delta$ -isomerase 7 | Enzyme of bile acid synthesis.                                                                                                          |
| Slc27a5 (Bacs)              | solute carrier family 27, member 5                                                      | Activates C24 BAs to their CoA thioesters. First step in conjugating bile acids to glycine or taurine.                                  |

| Gene Symbol                   | Gene Name                                            | Function                                                                                                     |
|-------------------------------|------------------------------------------------------|--------------------------------------------------------------------------------------------------------------|
| <b>Cholesterol metabolism</b> |                                                      |                                                                                                              |
| Abca2                         | ATP-binding cassette, sub-family A (ABC1), member 2  | Plays a role in the trafficking of LDL-derived free cholesterol.                                             |
| Abcg1                         | ATP-binding cassette, sub-family G (WHITE), member 1 | Macrophage cholesterol efflux.                                                                               |
| Cyb5r3                        | cytochrome b5 reductase 3                            | Enzyme of cholesterol biosynthesis.                                                                          |
| Cyp51                         | Cyp51 cytochrome P450, family 51                     | Catalyzes the removal of the 14 $\alpha$ -methyl group from lanosterol during cholesterol synthesis.         |
| Dhcr24                        | 24-dehydrocholesterol reductase                      | Reduces the $\delta$ -24 double bond of sterol intermediates during cholesterol synthesis.                   |
| Dhcr7                         | 7-dehydrocholesterol reductase                       | Catalyzes the final step of cholesterol synthesis.                                                           |
| Ebp                           | emopamil binding protein                             | Catalyzes the conversion of $\delta$ (8)-sterols to their $\delta$ (7)-isomers during cholesterol synthesis. |
| Fdft1                         | farnesyl-diphosphate farnesyltransferase 1           | First specific enzyme in cholesterol synthesis. Converts farnesyl diphosphate to squalene.                   |
| Fdps                          | farnesyl diphosphate synthase                        | Enzyme in cholesterol synthesis.                                                                             |
| Fdxr                          | ferredoxin reductase                                 | Hydroxylates sterol C-27 in cholesterol metabolism.                                                          |
| Hmgcr                         | 3-hydroxy-3-methylglutaryl-CoA reductase             | Rate-limiting enzyme in cholesterol synthesis.                                                               |
| Hsd17b7                       | hydroxysteroid (17-beta) dehydrogenase 7             | Enzyme of cholesterol synthesis.                                                                             |
| Idi1                          | isopentenyl-diphosphate delta isomerase 1            | Catalyzes the formation of the substrates for the synthesis of farnesyl diphosphate.                         |
| Lss                           | lanosterol synthase                                  | Enzyme of cholesterol synthesis.                                                                             |
| Mvd                           | mevalonate (diphospho) decarboxylase                 | Converts mevalonate pyrophosphate into isopentenyl pyrophosphate in cholesterol synthesis.                   |
| Mvk                           | mevalonate kinase                                    | Enzyme of cholesterol synthesis. May be a regulatory site in cholesterol biosynthetic pathway.               |
| Nsdhl                         | NAD(P) dependent steroid dehydrogenase-like          | Localized in the endoplasmic reticulum and is involved in cholesterol synthesis.                             |
| Pctp                          | phosphatidylcholine transfer protein                 | Role in cholesterol esterification.                                                                          |
| Pmvk                          | phosphomevalonate kinase                             | Converts mevalonate 5-phosphate into mevalonate 5-diphosphate in cholesterol synthesis.                      |
| Sc4mol                        | methylsterol monooxygenase 1                         | Localized to the ER membrane and is believed to function in cholesterol synthesis.                           |
| Sc5d                          | sterol-C5-desaturase-like                            | Enzyme of cholesterol synthesis. Converts lanosterol into 7-dehydrocholesterol.                              |
| Sec14l2                       | SEC14-like 2 (S. cerevisiae)                         | Stimulates squalene monooxygenase - a downstream enzyme in cholesterol syntheses.                            |
| Sqle                          | squalene epoxidase                                   | Catalyzes the first oxygenation step in sterol synthesis. Is possibly a rate-limiting step.                  |
| Tm7sf2                        | transmembrane 7 superfamily member 2                 | Involved in the conversion of lanosterol to cholesterol.                                                     |

# Supplementary material for: Ontogeny of Hepatic Energy Metabolism Genes in Mice as Revealed by RNA-Sequencing
**Source:** PLoS One. 2014 Aug 7;9(8):e104560. doi: 10.1371/journal.pone.0104560
**Supplement:** Table S3 — Glucose and glycogen metabolism genes functions.

Table S3. Glucose and glycogen metabolism genes functions.

| Gene Symbol                                                | Gene Name                                            | Function                                                                                                                                                                                                                                                                |
|------------------------------------------------------------|------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Glycerol metabolism</b>                                 |                                                      |                                                                                                                                                                                                                                                                         |
| Gpd1; 2                                                    | glycerol-3-phosphate dehydrogenase 1; 2              | Critical role in carbohydrate and lipid metabolism. Reversibly catalyzes dihydroxyacetone phosphate (DHAP) to glycerol-3-phosphate. Reoxidize NADH formed during glycolysis. Gpd1: cytosol, Gpd2: mitochondria.                                                         |
| <b>Anaerobic glycolysis</b>                                |                                                      |                                                                                                                                                                                                                                                                         |
| Ldha; Ldhb                                                 | lactate dehydrogenase A; B                           | Catalyzes the conversion of L-lactate and NAD to pyruvate and NADH in the final step of anaerobic glycolysis.                                                                                                                                                           |
| <b>Glucose metabolism (glycolysis and gluconeogenesis)</b> |                                                      |                                                                                                                                                                                                                                                                         |
| Adpgk                                                      | ADP-dependent glucokinase                            | Catalyzes the ADP-dependent phosphorylation of glucose to glucose-6-phosphate. May play a role in glycolysis during ischemic conditions.                                                                                                                                |
| Dlat                                                       | dihydrolipoamide S-acetyltransferase                 | The pyruvate dehydrogenase complex catalyzes pyruvate to acetyl-CoA - the link between glycolysis and the tricarboxylic acid cycle. Dihydrolipoamide acetyltransferase is one of the 3 enzymatic components of the complex.                                             |
| Eno3                                                       | enolase 3                                            | Enzyme of glycolysis.                                                                                                                                                                                                                                                   |
| Entpd5                                                     | ectonucleoside triphosphate diphosphohydrolase 5     | Part of an ATP hydrolysis cycle that converts ATP to AMP resulting in a compensatory increase in aerobic glycolysis. Plays a role in the Akt1-Pten signaling pathway by promoting glycolysis in proliferating cells.                                                    |
| Fbp1                                                       | fructose-1,6-bisphosphatase 1                        | A gluconeogenesis regulatory enzyme, catalyzes the hydrolysis of fructose 1,6-bisphosphate to fructose 6-phosphate.                                                                                                                                                     |
| Gck                                                        | glucokinase (hexokinase 4)                           | Catalyzes glucose to glucose-6-phosphate, the first step in glycolysis. In contrast to other forms of hexokinase, this enzyme is not inhibited by its product glucose-6-phosphate but remains active while glucose is abundant.                                         |
| Hk1                                                        | hexokinase 1                                         | Catalyzes glucose to glucose-6-phosphate. Couples glycolysis to mitochondrial oxidative phosphorylation. Activated by Akt/PKB-mediated phosphorylation and inhibited by glucose-6-phosphate.                                                                            |
| Hk3                                                        | hexokinase 3                                         | Phosphorylates glucose to glucose-6-phosphate. Is inhibited by its product, glucose-6-phosphate.                                                                                                                                                                        |
| Hkdc1                                                      | hexokinase domain containing 1                       | Putative hexokinase.                                                                                                                                                                                                                                                    |
| Pdha1                                                      | pyruvate dehydrogenase $\alpha$ 1                    | The pyruvate dehydrogenase complex catalyzes pyruvate to acetyl-CoA - the link between glycolysis and the tricarboxylic acid cycle. This gene encodes the E1 $\alpha$ 1 subunit of the complex, containing the active site.                                             |
| Pdhb                                                       | pyruvate dehydrogenase $\beta$                       | The pyruvate dehydrogenase complex catalyzes pyruvate to acetyl-CoA - the link between glycolysis and the tricarboxylic acid cycle. This gene encodes the E1 beta subunit of the complex.                                                                               |
| Pfkl; Pfk; Pfkp                                            | phosphofructokinase, liver; muscle; platelet         | Catalyzes a rate limiting step in glycolysis, D-fructose 6-phosphate to D-fructose 1,6-bisphosphate.                                                                                                                                                                    |
| Pklr; Pkm2                                                 | pyruvate kinase, liver and RBC; muscle               | Catalyzes phosphoenolpyruvate into pyruvate and ATP, which is a rate-limiting step of glycolysis.                                                                                                                                                                       |
| Car5a                                                      | carbonic anhydrase VA                                | May play an important role gluconeogenesis. Localized to mitochondria.                                                                                                                                                                                                  |
| Pck1                                                       | phosphoenolpyruvate carboxykinase 1                  | Main rate limiting step of gluconeogenesis. Catalyzes the formation of phosphoenolpyruvate from oxaloacetate. Expression is regulated by insulin, glucocorticoids, glucagon, cAMP, and diet. Localized to cytosol.                                                      |
| Pck2                                                       | phosphoenolpyruvate carboxykinase 2                  | Mitochondrial enzyme that catalyzes the conversion of oxaloacetate to phosphoenolpyruvate in the presence of GTP. not modulated by hormones such as glucagon and insulin that regulate the cytosolic form.                                                              |
| Pcx                                                        | pyruvate carboxylase                                 | Catalyzes the initial reaction of gluconeogenesis, carboxylation of pyruvate to oxaloacetate.                                                                                                                                                                           |
| Aldoa; b; c                                                | aldolase A; B; C, fructose-bisphosphate              | Glycolytic enzyme that catalyzes the reversible conversion of fructose-1,6-bisphosphate to glyceraldehyde 3-phosphate and dihydroxyacetone phosphate. Aldolase A expression is repressed in adult liver.                                                                |
| Aldoa1; Aldoa2                                             | aldolase 1 A retrogene 1; Aldoa retrogene. 2         |                                                                                                                                                                                                                                                                         |
| Bpgm                                                       | 2,3-bisphosphoglycerate mutase                       | Enzyme of glycolysis and gluconeogenesis.                                                                                                                                                                                                                               |
| Gpi1                                                       | glucose-6-phosphate isomerase 1                      | Enzyme of glycolysis and gluconeogenesis. Catalyzes the reversible isomerization of glucose-6-phosphate and fructose-6-phosphate.                                                                                                                                       |
| Pgam1                                                      | phosphoglycerate mutase 1                            | Enzyme of glycolysis and gluconeogenesis. Catalyzes the reversible reaction of 3-phosphoglycerate to 2-phosphoglycerate.                                                                                                                                                |
| Pgk1                                                       | phosphoglycerate kinase 1                            | A glycolytic enzyme that catalyzes the conversion of 1,3-diphosphoglycerate to 3-phosphoglycerate.                                                                                                                                                                      |
| <b>Gluconeogenesis and glycogenolysis</b>                  |                                                      |                                                                                                                                                                                                                                                                         |
| G6pc; G6pc3                                                | glucose-6-phosphatase catalytic subunit; catalytic 3 | Catalytic subunits of glucose-6-phosphatase. Catalyzes the hydrolysis of glucose-6-phosphate to glucose and phosphate in the last step of the gluconeogenic and glycogenolytic pathways. Hence, it is the key enzyme in homeostatic regulation of blood glucose levels. |

Table S3. Glucose and glycogen metabolism genes functions.

| Gene Symbol                                                  | Gene Name                                                                                                                       | Function                                                                                                                                                                                                                                                          |
|--------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Regulation of glucose and glycogen metabolism</b>         |                                                                                                                                 |                                                                                                                                                                                                                                                                   |
| C1qtnf2                                                      | C1q and tumor necrosis factor related protein 2                                                                                 | Adiponectin paralog. Activates Ampk and Acaca, increasing glycogenesis and fatty acid oxidation.                                                                                                                                                                  |
| Grb10                                                        | growth factor receptor-bound protein 10                                                                                         | Suppresses signals from receptors including the insulin and insulin-like growth factor receptors.                                                                                                                                                                 |
| Pask                                                         | PAS domain containing serine/threonine kinase                                                                                   | A sensor of energy homeostasis: regulates glycogen synthesis by phosphorylating and inhibiting Gys1.                                                                                                                                                              |
| Ppp1ca;<br>Ppp1cb;<br>Ppp1r3b;<br>Ppp1r3g                    | protein phosphatase 1 (Pp1), catalytic subunit, $\alpha$ isozyme; $\beta$ isozyme; regulatory subunit 3B; regulatory subunit 3G | Ppp1ca & Ppp1cb: Catalytic subunits of Pp1 (regulates glycogen metabolism).<br>Ppp1r3b & Ppp1r3g: Glycogen-targeting subunits that suppress Pp1 inactivation of glycogen phosphorylase and enhances Pp1 activation of glycogen synthase, limiting glycogenolysis. |
| Inpp5k                                                       | inositol polyphosphate-5-phosphatase K                                                                                          | Possible role in regulating glycogenesis and glycogenolysis.                                                                                                                                                                                                      |
| Clk2                                                         | CDC-like kinase 2                                                                                                               | Suppresses gluconeogenesis by repressing Ppargc1a transcriptional activity on gluconeogenic genes.                                                                                                                                                                |
| Crtc2                                                        | CREB regulated transcription coactivator 2                                                                                      | Regulates gluconeogenesis as a component of the Lkb1/Ampk/Torc2 signaling pathway.                                                                                                                                                                                |
| Ier3                                                         | immediate early response 3                                                                                                      | May regulate the balance between energy provision and ROS production under hypoxic conditions.                                                                                                                                                                    |
| Igf1                                                         | insulin-like growth factor 1                                                                                                    | Mediates pre- and postnatal growth.                                                                                                                                                                                                                               |
| Mup12                                                        | major urinary protein 12                                                                                                        | Secreted by liver, binds to pheromones and is excreted in urine. Inhibits gluconeogenic gene expression.                                                                                                                                                          |
| Pfkfb2                                                       | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2                                                                           | Involved in metabolism of fructose-2,6-bisphosphate, a regulatory molecule of glycolysis.                                                                                                                                                                         |
| Sik1                                                         | salt-inducible kinase 1                                                                                                         | Regulator of hepatic gluconeogenesis by repressing Torc1/Crtc1 and Torc2/Crtc2, inhibiting CREB activity.                                                                                                                                                         |
| Stk11                                                        | serine/threonine kinase 11                                                                                                      | Regulates glucose homeostasis in liver by activating Ampk catalytic subunits Prkaa1 and Prkaa2.                                                                                                                                                                   |
| <b>Glycogen metabolism (glycogenesis and glycogenolysis)</b> |                                                                                                                                 |                                                                                                                                                                                                                                                                   |
| Gyg                                                          | glycogenin                                                                                                                      | Catalyzes short glucose polymers from UDP-glucose, initial step in glycogen formation.                                                                                                                                                                            |
| Gys1; 2                                                      | glycogen synthase 1 (muscle); 2 (liver)                                                                                         | Rate-limiting step of glycogenesis. Transfers glucose from UDP-glucose to a glycogen molecule branch.                                                                                                                                                             |
| Phkg2                                                        | phosphorylase kinase, gamma 2                                                                                                   | Catalytic subunit of phosphorylase b kinase – mediates glycogenolysis by activating glycogen phosphorylase.                                                                                                                                                       |
| Pygb; Pygl;<br>Pygm                                          | phosphorylase glycogen, brain; liver; muscle                                                                                    | Cleaves $\alpha$ -1,4-glucosidic bonds to release glucose-1-phosphate from glycogen stores. First step in glycogenolysis.                                                                                                                                         |
| Pgm2                                                         | phosphoglucomutase 2                                                                                                            | Interconverts of glucose-1-phosphate to glucose-6-phosphate. Links glucose to glycogen metabolism.                                                                                                                                                                |
| Gbe1                                                         | glucan (1,4- $\alpha$ -), branching enzyme 1                                                                                    | Glycogen branching enzyme - increases glycogen solubility, thereby reducing cellular osmotic pressure.                                                                                                                                                            |

How the deposited data were processed for this re-analysis (not part of the article)

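Liver RNA of 36 male mice was measured by RNA-Seq, 3 mice at each of 12 ages (GD17.5 and Days 0, 1, 3, 5, 10, 15, 20, 25, 30, 45 and 60). According to the paper, libraries were made from polyadenylated RNA and sequenced as paired ends of 100 bases, with 175 reads (in units of 1000000) per sample on average, of which over 80% mapped. The authors deposited FPKM values made with TopHat (NCBI37/mm9) and Cufflinks, with transcripts compared with the Ensembl annotation, version 65; the values are per gene symbol, on the linear scale, and 3288 of the symbols are listed at 0 in every mouse. No scaling between libraries beyond FPKM is named in the paper, and summed FPKM per mouse was from 353712 to 450597.

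Depth was estimated from the deposited values, since they carry no counts. Among 1091 low genes, 82.4% of the low values lay within 0.1 of a whole number of fragments, which gave the relative depth of each library (0.887 to 1.15). From 978 genes of known length, about 84.1 fragments, in units of 1000000, were estimated per library. For genes above 100 FPKM, log2 ratios between replicates spread by a median of 0.267 (SD), against 0.0125 expected from the sampling of fragments; lower genes were not compared in this way.

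Values were transformed to log2(FPKM + 1). Genes with a mean of at least 1 FPKM in at least one age were tested (11149 genes) with limma 3.58.1 in R 4.3.3, as 1 mean per age over all 36 mice without covariates, and with moderated variances that follow mean expression. A gene was counted as changed in at least one age when its smallest p-value over the 11 comparisons with Day 60 stayed under 0.05 after Benjamini-Hochberg adjustment over all genes and comparisons together. For single comparisons the adjustment was over all genes tested within that comparison. Ages were grouped as in the paper: GD17.5 to Day 5, Days 10 to 20 and Days 25 to 60; for statements about suckling, Days 1 to 20 were compared with Days 25 to 60 and with GD17.5 and Day 0. Pathway sums were compared with two-sided exact permutation tests over age means, since the mice of one age share that age. These tests treat the ages as exchangeable, which ages in order of time are not. Mouse 1, 2 or 3 of one age and the same number at another age are different animals; the pairing by number that was tried as an alternative comes from the replicate numbers in the sample labels. The fits were tested on simulated data of 11149 genes, 200 of them changed: over all ages 79% were recovered (97% of the 100 genes changed 4-fold) and 4.24% of the calls were false, and for Day 20 against Day 25 87% were recovered (99% of those changed 4-fold) and 6.95% of the calls were false. The simulated noise was normal and independent between genes, and the changed genes were taken from the more expressed ones. In the data, deviations were shared between genes and far more genes changed. The shares recovered and false therefore need not hold for the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for sums, permutation tests, clustering and figures.

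The genes named in the text are all genes that the paper's Results or Discussion name as measured in these livers and, outside the paper's lists, the 3 with the largest rise and the 3 with the largest fall from Day 20 to Day 25 among genes with an adjusted p under 0.05, at least 1 FPKM at one of these ages and all 3 mice of one age above all 3 of the other. Results for some of the genes that the paper names are not reported here. The lists of marker genes of other tissues, of blood cells and of the clock were written after the data had been examined. Which comparison answers each statement about a single gene was set down (83 pairs of gene and comparison) after values could be seen, while the comparisons themselves were fixed before the data were examined. The comparisons, their statistical tests and the alternatives were fixed in advance, apart from the removal of each library's trend with GC content and transcript length, which was chosen after seeing the data, as were all tests of technical explanations. The alternatives were a pseudocount of 0.1, no filter on low values or a filter at 5 FPKM, libraries scaled to a common upper quartile or to a sum of 1000000 (TPM), the replicate number as a block, no mean-variance trend, adjustment within each comparison or over the listed genes alone, Dunnett's comparison as in the paper, other clustering settings, pathway means with equal weight per gene or without the most expressed gene, and each of the 36 mice left out in turn. Several tests of technical explanations were respecified after a first form had been run: the pancreatic test had 3 forms, and the muscle, Eno1 and Day 0 position tests 2 each, because the first forms used genes already seen to vary together (and, for the last pancreatic form, because Ctrb1 divides the mice into 2 separate groups), and the outcomes of the clock test and of the test of muscle RNA with Pck1 were reclassed as undecided for the same reason.

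Gene identifiers, positions, GC content and transcript length were taken from the GENCODE M1 annotation of NCBI37/mm9 by gene symbol; GC content and length were found for 10887 of the tested genes (97.6%). Comparisons of isoforms, the protein blots and the full gene list of the paper's supplementary tables beyond the genes named in figures and text were not analysed here.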

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

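All tests in this part were chosen after the data had been examined; those of GC content, transcript length, the trend of each library with both, and the number of genes that follow pancreatic or muscle markers were set down before their own results were seen; the tests of library scaling, of other divisions of the mice and of the tissue of origin of single markers were chosen only afterwards.

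Genes outside the paper's lists changed between Day 20 and Day 25, the ages on either side of weaning: 741 of 10908 such genes had a limma adjusted p under 0.05. They are part of 802 genes in all, of which 439 were higher and 363 lower at Day 25, while the median of all tested genes changed by -0.07 on the log2 scale. The 3 mice of one age were all above the 3 of the other for 26.2% of tested genes, where chance gives 10%. The largest falls were those of Cyp3a16 (35.6 ± 4.12 to 0.507 ± 0.318 FPKM, log2 fold change -4.62, standard error 0.26, limma adjusted p = 9.05e-14), H19 (265 ± 72.6 to 11.1 ± 5.51 FPKM, log2 fold change -4.53, limma adjusted p = 7.83e-13) and Igfbp1 (155 ± 53.5 to 19.4 ± 6.72 FPKM, log2 fold change -2.94, limma adjusted p = 8.34e-06). The largest rises were those of LOC100048884 (0.232 ± 0.0581 to 111 ± 45.0 FPKM, log2 fold change 6.43, limma adjusted p = 7.17e-14), Mup19 (0.624 ± 0.285 to 109 ± 42.5 FPKM, log2 fold change 6.01, limma adjusted p = 2.49e-11) and Mup3 (1.94 ± 1.60 to 105 ± 38.9 FPKM, log2 fold change 5.25, limma adjusted p = 3.22e-13); Mup genes share reads with near-identical copies, so the values of single Mup genes are uncertain. With libraries scaled to a common upper quartile, the number outside the lists rose to 1027. Across genes, which are not independent replicates, the log2 change followed neither GC content (Spearman's rho = 0.0867) nor transcript length (rho = -0.266) up to the limit of 0.3 set for these tests, and 3 of the 741 genes followed pancreatic or muscle markers within ages. Removal of each library's trend with GC content and length gave 1525 genes, against 713 as deposited among the 10887 genes with known GC content. None of these explanations accounts for the change. With 3 mice per age, the real division into ages was the 1 with the most changed genes out of 4 divisions that separate every same-numbered pair (2 genes at most in the other 3), and 1 of all 10 divisions (55 genes at most in the others). So few divisions cannot give a share under 0.05, so the share itself decides nothing. Age and weaning change together here, so an effect of weaning cannot be separated from one of age.

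Between Day 0 and Day 1, 3396 of the 10908 genes outside the paper's lists changed (limma adjusted p under 0.05). Of all 3519 genes changed, 75.02% were higher at Day 1, and the 3 mice of one age were all above those of the other for 41.6% of tested genes, where chance gives 10%. The direction depends on the processing: the share that was higher was 54.7% of 2972 genes with libraries scaled to a common upper quartile and 83.2% of 3508 genes as TPM, and the median log2 change of all tested genes was 0.19 as deposited, 0.07 with a common upper quartile and 0.32 as TPM. Outside the lists, 2850 genes changed with a common upper quartile. The log2 change fell with GC content across genes (Spearman's rho = -0.395) but varied little with transcript length (rho = 0.133), and 34 of the 3396 genes followed pancreatic or muscle markers. After each library's trend with GC content and length was removed, 3812 genes outside the lists changed (3305 as deposited on the same genes), with 2354 of all changed genes shared between the 2 versions, and 43.3% of changed genes were higher instead of 75.2%. A GC trend in the libraries therefore remains a candidate explanation for part of the direction of the change at birth, though not for the number of genes. The real division gave the most changed genes, 1 of 4 divisions that separate same-numbered pairs (25 at most in the others) and 1 of 10 in all (224 at most in the others), again too few divisions to give a share under 0.05.

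Genes of the exocrine pancreas, which the paper does not discuss, were high in some of the liver libraries: Ctrb1 reached 5666 FPKM in Day 60 replicate 1 and was 0.0321 FPKM in the lowest mouse. It was at least 100 FPKM in 19 mice and under 10 FPKM in the other 17. RNA from pancreatic tissue was tested with Ins1 and Iapp, which had not been picked for varying with Ctrb1: among the 19 mice, the lower of the 2 correlations with Ctrb1 was Pearson's r = 0.629 (Ins1, permutation p = 0.00376, adjusted p = 0.00501; Spearman's rho = 0.728, permutation p = 0.0008, adjusted p = 0.00107; r = 0.711 without the 2 farthest mice), short of the 0.7 set as the limit. For Iapp it was r = 0.707 (permutation p = 0.00072, adjusted p = 0.00144; rho = 0.767, permutation p = 0.0005, adjusted p = 0.001; r = 0.744 without the 2 farthest mice). A change of the liver with age was tested by the share of the variance of Ctrb1 after birth that lies between ages, 47.1% (permutation p = 0.0939), under the limit of 50%. Among the other 17 mice, r was 0.889 for Ins1 (permutation p = 1e-05, adjusted p = 4e-05; rho = 0.888, permutation p = 0.0001, adjusted p = 0.0004; r = 0.755 without the 2 farthest mice) and 0.130 for Iapp (permutation p = 0.610, adjusted p = 0.610; rho = 0.136, permutation p = 0.614, adjusted p = 0.614; r = -0.211 without the 2 farthest mice). Ins1 was 1.23 to 33.3 FPKM in the 19 mice and at most 0.0800 FPKM in the 17, and Iapp 0.199 to 5.21 FPKM and at most 0.0191 FPKM, so both were higher in each of the 19 mice than in any of the 17. RNA from pancreatic tissue therefore remains a candidate source, although Ins1 fell short of the limit among the 19 mice. No listed gene followed the pancreatic markers within ages at r of at least 0.7.

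Skeletal muscle genes were raised in Day 10 replicate 1, where Acta1 was 40.8 FPKM, against 3.48 and 0.332 FPKM in the other Day 10 mice. They stood out most in Day 0 replicate 1, where Acta1 was 636 FPKM. RNA from skeletal muscle was tested with Myh3 and Actn3, which had not been picked for being high in this mouse, and 2 of 2 had their highest value of all 36 mice in it, so that muscle tissue in this sample is a candidate source. Listed genes that followed the muscle markers within ages include Eno3, Fitm1, Insig2, Pck1, Pon1 and Pygm. These relations may rest on this mouse, since no values without it are available. The Day 0 means of Eno3 (62.1 FPKM in this mouse) and Pygm (22.7 FPKM) depend on it. No biological explanation was tested for the muscle genes.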

How the results depend on the processing

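The removal of each library's trend with GC content and transcript length was chosen after seeing the data; all other alternatives were fixed before.

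Counts split by direction depended on the scaling. With a common upper quartile, Fig. 7A genes lower in suckling than after weaning went from 10 to 20, and Fig. 4A genes higher in suckling from 57 to 36. Without regard to direction, 3 kinds of count were compared: genes changed in at least one age, between Day 20 and Day 25, and between Day 0 and Day 1. These were within 1.5 times the count as reported under the alternatives run, with these exceptions. With a filter at 5 FPKM, 6424 genes changed in at least one age instead of 10115, since fewer genes were tested. With single mice left out, from 522 to 973 genes changed between Day 20 and Day 25 (802 with all mice) and from 2046 to 3847 between Day 0 and Day 1 (3519). With the trend with GC content and length removed, 1623 genes changed between Day 20 and Day 25, against 774 as deposited on the same genes; the cause was not tested. For the genes of the paper's lists, the count was from 220 to 242 over the alternatives (240 as reported), and the number of ages placed in the paper's 3 groups, each matched to a different branch, from 5 to 9 (7 as reported).

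In the pathway sums, a common upper quartile reversed the differences for glycolysis (-0.15), ketogenesis (-0.48), glycogenesis (-0.20) and gluconeogenesis (0.0902) and brought lipid metabolism past the threshold (1.04; adjusted permutation p = 0.0323, 0.0323 to 0.808 over its alternatives). As TPM, glycolysis (0.32) and glycogenesis (0.27) no longer passed the threshold and ketogenesis reversed (-0.017). Without the most expressed gene, ketogenesis reversed (-0.052), while VLDL metabolism (1.19) and gluconeogenesis (-0.61) passed the threshold. With equal weight per gene, glycogenolysis reversed (-0.0488). Upper-quartile scaling multiplies all genes of a library by the same factor, and the mean upper quartile was 11.8 to 14.5 FPKM at GD17.5 to Day 5 and 8.30 to 10.6 FPKM at later ages, so these 4 reversals follow from that scaling; the cause of the other changes was not tested. Cholesterol and bile acid metabolism kept its direction and its side of the threshold under every alternative run (0.57 to 1.37).

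Of 83 single comparisons of named genes, 66 had a limma adjusted p under 0.05, and 64 to 70 under the alternatives. Over 581 values under alternatives, 553 kept direction and side of the threshold, 8 became weaker, 16 stronger and 4 reversed. The reversals were those of Srebf2 (-0.0365), suckling against later ages, with a common upper quartile, and, with 1 mouse left out, of Srebf1, suckling against later ages (0.0108), Pygl, suckling against GD17.5 and Day 0 (-0.004291), and Hsd3b7, Day 25 against Day 20 (-0.0112); the cause was not tested. The scaling moves all genes: the median log2 fold change of all tested genes between the suckling and later ages was 0.39 as deposited and 0.13 with a common upper quartile.

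Mice with the same replicate number at different ages are different animals, and the mean correlation of their deviations was 0.0978. With the replicate number as a block, 10369 genes changed in at least one age, 241 of the listed genes, 128 of Fig. 4A, 7 of Fig. 5A, 44 of Fig. 6A, 60 of Fig. 7A and 15 regulators, 942 between Day 20 and Day 25 and 4086 between Day 0 and Day 1; 68 of the 83 single comparisons passed, with Pygl, suckling against later ages, and Hsd3b7, Day 3 against Day 60, added to the 66.

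The planned comparisons of Pklr and Pcx isoforms, with a pseudocount of 0.1 and with mice left out, were not run, since the values used are per gene. Genes under 1 FPKM, such as Ppargc1a, are limited by the pseudocount and by depth, and their changes are understated.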

Differences from the paper's values

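Percentages of the Day 60 mean were read by eye from the heatmaps for 51 genes (279 readings), and 3 of them differ from the deposited values, all for Sc4mol in Fig. 6A. At Day 5 the paper shows about 27% in Fig. 6A, read by eye, and the data give 45.7%; with libraries scaled to a common upper quartile it is 29.6%, within the limits of the comparison, and as TPM 44.5%, outside them. At Day 10 the paper shows about 6% in Fig. 6A, read by eye, against 26.7% in the data, and neither a common upper quartile (23.5%) nor TPM (26.5%) closed the gap. At Day 15 the paper shows about 18% in Fig. 6A, read by eye, against 6.395% in the data, and neither a common upper quartile (6.36%) nor TPM (6.48%) closed the gap. The paper shows about 27% at Day 0, about 36% at Day 1 and about 46% at Day 3 in Fig. 6A, read by eye, against 26.8%, 27.4% and 36.0% in the data, within the limits of the comparison. Each of these 6 readings, from Day 0 to Day 15, is within 6.18% of the value that the data give for the next age (27.4% at Day 1, 36.0% at Day 3, 45.7% at Day 5, 26.7% at Day 10, 6.395% at Day 15 and 17.6% at Day 20), a displacement by 1 age. Over all readings of a gene, the mean distance was smaller to the next age than to the same age for Sc4mol alone of the 51 genes. The later readings of Cyb5r3 are displaced in the same way, within the limits of the comparison: the paper shows about 60% at Day 5, about 42% at Day 10 and about 61% at Day 15 in Fig. 6A, read by eye, against 66.9%, 60.4% and 42.5% in the data and 60.4%, 42.5% and 61.02% at the next age. Wide gaps within the limits were also found at Day 10 for Nr1h3 (about 52% in Fig. 4A, read by eye, against 76.9% in the data). For Pklr at Day 10 the reading was about 44%, against 63.9% in the data. With a common upper quartile, 102 of the 279 readings differ, and as TPM 3.

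The paper places the ages in perinatal, pre-weaning and adolescent to adult groups. The clustering of the listed genes here put GD17.5 with Day 0, Days 1 to 10 together and Days 15 to 60 together, with 7 of 12 ages in their group when each branch is matched to a different group; Ward linkage gave the most by this measure, with 9.

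The paper describes ketogenesis as enriched early after birth, in the perinatal group; the difference in summed FPKM between GD17.5 to Day 5 and the later ages was 0.10 (exact permutation p = 0.818), with the lowest sum at GD17.5 and the highest at Day 1. It places glycogenolysis around weaning, and at Days 10 to 20 the difference was 0.23 (exact permutation p = 0.195). It places lipid droplet and VLDL metabolism in the adolescent and adult group, where the difference was 0.56 (exact permutation p = 0.242) and the highest sum was at Day 20; without Apoa1, the difference was 1.19 and passed the threshold (adjusted permutation p = 0.0485, 0.0485 to 0.986 over the alternatives). It places gluconeogenesis in the same group, where the difference was -0.36, with the highest sum at Day 5, and 0.09 with a common upper quartile. Without Fbp1, its most expressed gene, the gluconeogenesis sum was also lower in this group, and that difference passed the threshold. For lipid metabolism the difference was 0.59 (exact permutation p = 0.0727), and with a common upper quartile 1.04, which passed the threshold. All these sums cover genes named in the paper's figures and supplementary tables, and each compares a block of ages with the rest. The paper clustered cumulative values, and its text does not list the genes summed. Differences from its groups may therefore come from the genes or the method.

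For bile acid metabolism genes the paper reports a rise around weaning. Of the 12 genes, 7 were lower and 3 higher in the suckling ages than after weaning (limma adjusted p under 0.05), or 10 and 2 with a common upper quartile. Between Day 20 and Day 25, 2 of 12 rose (Cyp8b1 and Cyp27a1; limma adjusted p under 0.05), and 3 with a common upper quartile or as TPM; 1 fell, and 2 with a common upper quartile, while as TPM no fall passed the threshold. Cyp7b1 passed with a pseudocount of 0.1, a common upper quartile and TPM.

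The paper states that members of the PPAR family were not induced at weaning; Ppard rose between Day 20 and Day 25 by 0.82 on the log2 scale (limma adjusted p = 0.00225). The rise of Ppara on Day 1 that the paper describes was 0.55 (limma adjusted p = 0.253).

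The paper lists Hnf4a among the regulators high before weaning; the difference from the other ages was 0.25 (limma adjusted p = 0.106), and with a common upper quartile it was 0.46 and passed the threshold. It gives Pygl as somewhat lower in suckling. Against the later ages the difference was -0.23 (limma adjusted p = 0.0501). This difference passed the threshold with a pseudocount of 0.1, a common upper quartile, TPM, the replicate number as a block or no mean-variance trend. Against GD17.5 and Day 0 it was 0.11, and 0.26 with a common upper quartile, in the other direction.

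The numbers of genes differ as well. The text of the paper names 15 transcription factors and regulators where it counts 14, and Fig. 6A and Fig. 7A name 44 and 60 genes, fewer than the text counts for these pathways. Of the 129 genes of Fig. 4A, 128 were called, since Lpin3 fell under the expression filter; without the filter, 129 were.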

Other observations

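The tests in this part were chosen only after the data had been examined; for the removal of each library's trend with GC content and transcript length, the expected outcome was set down before its own result was seen. Tests of the pancreatic, muscle and Eno1 patterns and of the position of Day 0 replicate 1 replaced first forms that used genes already seen to vary together.

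Deviations from the mean of each age tended to go together in mice with the same replicate number (permutation p = 0.0061), and replicate 1 lay above replicate 3 on the first component of the deviations, which held 33.3% of their variance, at 11 of 12 ages. Across genes, which are not independent replicates, this component followed GC content (Spearman's rho = -0.562) and transcript length (rho = 0.658). Without the 166 tested genes that follow pancreatic or muscle markers, the component held 43.9% of the variance, so that RNA from these tissues did not account for it. Once each library's trend with GC content and length was removed, the mean correlation fell from 0.0972 to 0.0636, still above 0.5 times its value. GC content and transcript length are candidate explanations for part of the pattern, through a difference in library preparation that neither the labels nor the paper give. No biological explanation was tested.

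Whether divisions of the mice other than by age give as many changed genes was counted over 100 divisions, the real one included, in which ages were exchanged within each replicate number. The real one gave the most changed genes, 1 of 100, for all genes (10115; 4185 at most in the others), the listed genes (240; 85), the genes of Fig. 4A (128; 44), Fig. 5A (7; 2), Fig. 6A (44; 14) and Fig. 7A (59; 24), and the regulators (15; 7).

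Hk1, Pklr, Pfkl and Bpgm were highest before birth, when the liver forms blood cells, and a share of blood-forming cells was tested as an explanation, as the correlation of each gene with 11 erythroid marker genes within ages, with an r over 0.5 and a permutation p under 0.05 as the limit. Pearson's r was 0.495 for Hk1 (permutation p = 0.0088, adjusted p = 0.0352; Spearman's rho = 0.528, permutation p = 0.007, adjusted p = 0.028; r = 0.456 without the 2 farthest mice), -0.196 for Pklr (permutation p = 0.226, adjusted p = 0.291; rho = -0.176, permutation p = 0.343, adjusted p = 0.375; r = -0.0836 without the 2 farthest mice), 0.221 for Pfkl (permutation p = 0.291, adjusted p = 0.291; rho = 0.168, permutation p = 0.375, adjusted p = 0.375; r = 0.153 without the 2 farthest mice) and 0.484 for Bpgm (permutation p = 0.109, adjusted p = 0.217; rho = 0.391, permutation p = 0.0691, adjusted p = 0.138; r = 0.403 without the 2 farthest mice). No gene reached the limit, with Hk1 just short of it. Among all tested genes, the correlation lay at percentile 98.84 for Hk1, 98.72 for Bpgm, 91.04 for Pfkl and 16.32 for Pklr. Deviations within ages leave out any change of the blood-forming share between ages, which is what the explanation concerns. A miss of the limit therefore does not count against it, and the explanation stays open.

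Output genes of the circadian clock were lower at Day 25 than at Day 20: 9 of 9 by their means, and 6 with a limma adjusted p under 0.05, among them Dbp (9.46 ± 6.35 to 0.598 ± 0.0551 FPKM, log2 fold change -2.51, limma adjusted p = 6.56e-07) and Usp2 (3.304 ± 0.895 to 0.371 ± 0.106 FPKM, log2 fold change -1.63, limma adjusted p = 1.34e-07). According to the paper, livers of both ages were collected at 9:00 a.m. Another phase of the clock at this hour was tested with 4 genes of the opposite phase (Arntl, Npas2, Clock and Nfil3), and 4 of 4 had a higher mean at Day 25, although neither Arntl (limma adjusted p = 0.392) nor Nfil3 (limma adjusted p = 0.75) passed the threshold. Of these, 3 had been seen to be higher before the test was chosen, so that the outcome decides nothing. Another phase of the clock at the older age may have contributed to changes between these 2 ages and cannot be told apart from weaning here.

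Eno1 was between 41.7 and 106 FPKM in 4 mice and at most 8.06 FPKM in the others. Reads shared with the near-identical copy Gm5506 (210.5 to 490 FPKM) were tested as an explanation: within ages, Eno1 had a Pearson's r of -0.485 with Gm5506 (permutation p = 0.0101; Spearman's rho = -0.445, permutation p = 0.0181; r = -0.423 without the 2 farthest mice), just short of the limit of -0.5 set for the test. The values of Eno1 are uncertain, and the cause is left open.

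Xist was 3.27 FPKM in GD17.5 replicate 2 and at most 0.109 FPKM in the other 35 mice. RNA from a female fetus was tested with 4 Y-linked genes, of which 3 were lower in this mouse than in both other GD17.5 mice. This does not settle whether some RNA of a female littermate is present, and no biological explanation was tested.

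Day 3 replicates 2 and 3 were the closest of all 36 replicate pairs, with a spread of log2 ratios of 0.115 against 0.153 for the next pair. A single library deposited under 2 names would give only the spread of sampling; the observed spread was 9.18 times that.

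Day 0 replicate 1 lay apart from the other Day 0 mice. A later point on the way from before birth to Day 1 was tested with listed genes that differ by at least 1 on the log2 scale between GD17.5 and Day 1, without 6 genes already looked at: for 76 of 107 this mouse was the farthest along, against 12 and 19 for replicates 2 and 3. Its mean position between GD17.5 (0) and Day 1 (1) was 0.649, against 0.446 and 0.496. RNA from skeletal muscle was weighed as well, with Pck1 (293 FPKM in this mouse, the highest of the 3), but Pck1 had been seen to be high in it before and follows the muscle markers, so that its value decides nothing. A later point after birth is a candidate explanation for the position of this mouse. Of the 241 listed genes tested, 7 followed the muscle markers within ages, while this mouse was farthest along for 76 of 107. Over these genes, the values argue against RNA of skeletal muscle as the source of its position. Muscle RNA may still be present in this mouse as well.

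The transcript level of Mup12 at Day 60 was 1888, 1272 and 109 FPKM in the 3 mice; reads shared within the Mup family make the value of the single gene uncertain.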
